# Gut taste receptor type 1 member 3 is an intrinsic regulator of Western diet-induced intestinal inflammation

**DOI:** 10.1186/s12916-023-02848-0

**Published:** 2023-04-28

**Authors:** Woo-Jeong Shon, Jae Won Song, Seung Hoon Oh, Keon-Hee Lee, Hobin Seong, Hyun Ju You, Je Kyung Seong, Dong-Mi Shin

**Keywords:** Butyrate-producing microbes, Clostridia, Gut-taste receptor, Inflammatory bowel disease, Intestinal PPAR-γ, mTOR signaling, Taste receptor type 1 member 3, Western diet

## Abstract

**Background:**

Long-term intake of a Western diet (WD), characterized by a high-fat content and sugary drinks, is hypothesized to contribute to the development of inflammatory bowel disease (IBD). Despite the identified clinical association, the molecular mechanisms by which dietary changes contribute to IBD development remain unknown. Therefore, we examined the influence of long-term intake of a WD on intestinal inflammation and the mechanisms by which WD intake affects IBD development.

**Methods:**

Mice fed normal diet or WD for 10 weeks, and bowel inflammation was evaluated through pathohistological and infiltrated inflammatory cell assessments. To understand the role of intestinal taste receptor type 1 member 3 (TAS1R3) in WD-induced intestinal inflammation, cultured enteroendocrine cells harboring TAS1R3, subjected to RNA interference or antagonist treatment, and *Tas1r3*-deficient mice were used. RNA-sequencing, flow cytometry, 16S metagenomic sequencing, and bioinformatics analyses were performed to examine the involved mechanisms. To demonstrate their clinical relevance, intestinal biopsies from patients with IBD and mice with dextran sulfate sodium-induced colitis were analyzed.

**Results:**

Our study revealed for the first time that intestinal TAS1R3 is a critical mediator of WD-induced intestinal inflammation. WD-fed mice showed marked TAS1R3 overexpression with hallmarks of serious bowel inflammation. Conversely, mice lacking TAS1R3 failed to exhibit inflammatory responses to WD. Mechanistically, intestinal transcriptome analysis revealed that *Tas1r3* deficiency suppressed mTOR signaling, significantly increasing the expression of PPARγ (a major mucosal defense enhancer) and upregulating the expression of PPARγ target-gene (tight junction protein and antimicrobial peptide). The gut microbiota of *Tas1r3*-deficient mice showed expansion of butyrate-producing Clostridia. Moreover, an increased expression of host PPARγ-signaling pathway proteins was positively correlated with butyrate-producing microbes, suggesting that intestinal TAS1R3 regulates the relationship between host metabolism and gut microflora in response to dietary factors. In cultured intestinal cells, regulation of the TAS1R3–mTOR–PPARγ axis was critical for triggering an inflammatory response via proinflammatory cytokine production and secretion. Abnormal regulation of the axis was observed in patients with IBD.

**Conclusions:**

Our findings suggest that the TAS1R3–mTOR–PPARγ axis in the gut links Western diet consumption with intestinal inflammation and is a potential therapeutic target for IBD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12916-023-02848-0.

## Background

Inflammatory bowel disease (IBD) is a chronic, relapsing disorder of the gastrointestinal tract (GI); Crohn’s disease and ulcerative colitis are common forms of IBD [1]. Although the etiology of IBD remains unclear, it is believed to involve complex interactions among multiple genetic factors, altered gut microbiota, inappropriate host immune responses, and environmental factors [2, 3]. Traditionally, IBD has been more common in individuals of the Western European descent [4]. The majority of the > 215 genes with variants associated with an increased risk of IBD, including *NOD2* and *ATG16L*, have been identified in cohorts of Western patients with IBD [5], but not in Asian cohorts [6, 7]. Moreover, immigrants to Western countries have an increased risk of IBD [8, 9], suggesting that the Western environment and lifestyle contribute to the IBD pathogenesis. Both murine and human studies showed that intake of a Western diet (WD), characterized by a high-fat and sugar content, influences IBD pathogenesis [10–12]. Dietary surveys revealed that some patients with IBD believe that WD intake triggers disease flare-ups and exacerbates symptom severity [13, 14]. However, the precise molecular mechanisms underlying these phenomena are unknown.

Taste receptors (TRs) include two families of G protein-coupled receptors: taste receptor type 1 (T1R) and taste receptor type 2 [15]. The T1R family senses sweet (TAS1R2, TAS1R3) and umami (TAS1R1, TAS1R3) stimuli, whereas the taste receptor type 2 family senses bitter stimuli. TRs previously characterized in the oral cavity have recently been reported in extra-oral tissues, with particularly high expression in enteroendocrine cells (EECs) of the gastrointestinal tract [16]. TRs regulate the release of intestinal peptide hormones, including glucagon-like peptide 1 (GLP-1) [17]. GLP-1, secreted by EECs, potentiates glucose-induced insulin response, promotes beta-cell survival, slows gastric emptying, and regulates energy expenditure [18]. Although the mechanisms underlying TR function in the contexts of digestion and metabolism are well-characterized, their roles in intestinal inflammation and immunity are unclear.

Recent studies showed that taste chemosensory signaling proteins are expressed in intestinal tuft cells, where they play critical roles in detecting and eliminating intestinal parasites by initiating type II immune responses and regulating gut epithelial homeostasis [19–21]. These studies suggest that taste or taste-like chemosensory pathways in the intestine play important roles in regulating immune responses to components of luminal stimuli. However, most studies have primarily focused on elucidating the immunomodulatory reactions of these pathways in response to microorganisms or microbial metabolites. To our knowledge, no studies have reported the role of TR responses to endogenous dietary ligands. Given the immense diversity of non-microbial signals (nutrients and non-nutritive chemicals) that stimulate immune responses at the barrier site, intestinal TRs, which are directly activated by dietary ligands, may modulate intestinal mucosal immunity and inflammation.

In this study, we developed a murine model of severe intestinal inflammation triggered by long-term WD intake to evaluate the influence of WD intake on intestinal inflammation and investigate the mechanisms by which WD intake influence the development of IBD. We hypothesized that modulation of the nutrient-induced gut-taste receptor TAS1R3 (TR type 1 member 3), is central to the regulation of intestinal inflammation. Our findings provide novel insights into the previously unknown effects of long-term WD consumption on intestinal inflammation and may lead to the development of preventive or therapeutic strategies for IBD.

## Methods

### Study design

The objective of the study was to evaluate the influence of long-term WD intake on intestinal inflammation and investigate possible mechanisms by which WD intake could affect IBD development. To this end, mice were fed normal diet (ND) or WD for 10 weeks, and bowel inflammation was evaluated through pathohistological and infiltrated inflammatory cell assessments. To identify the mechanisms by which intestinal inflammation is prompted by WD, RNA-seq was performed on the inflamed intestinal tissues. Because the results revealed increased expression of the nutrient-sensing taste receptor TAS1R3 in inflamed bowel tissues, we hypothesized that nutrient-induced TAS1R3 modulation is central to regulating intestinal inflammation. We first determined the dietary ligand(s) responsible for strongly activating TAS1R3 using in vitro assessment of TAS1R3-expressing enteroendocrine cells (EECs) to confirm whether TAS1R3 could trigger intestinal inflammation, and then assessed the downstream molecular changes. To understand the role of TAS1R3 in WD-induced intestinal inflammation, we investigated changes in intestinal gene expression profiles, inflammatory cell infiltration in intestinal tissues, and the gut microbiome of *Tas1r3*-deficient and littermate wild-type mice fed WD. Finally, we confirmed the expression of TAS1R3 and downstream players in intestinal biopsies of patients with IBD ex vivo to demonstrate their relevance to disease. All mice were assigned randomly to treatment groups, and animals demonstrating sickness or severe stress were euthanized and excluded. Otherwise, all data were included in the study. The experimental protocol was approved by the Seoul National University Institutional Animal Care and Usage Committee (approval SNU-181001-2).

### Mice

C57BL/6 (JAX 000664) and Tas1r3tm1Csz (JAX 013066) mice were obtained from the Jackson Laboratory (West Grove, PA, USA). *Tas1r3*-knockout (*Tas1r3*^−/−^) mice were backcrossed to C57BL/6 mice for at least seven generations. The animals were genotyped using standard PCR. The mice (5–6 weeks old; 23–25 g) were randomly assigned to groups. Age- and weight-matched male and female littermates were used as controls. *Tas1r3*^−/−^ and wild-type littermate control (*Tas1r3*^+/+^) mice were housed under constant temperature (23 ± 2 °C) and humidity (55–60%) conditions in a specific pathogen-free animal facility. All mice were housed in the same room to minimize environmental effects.

### Diets

To imitate the human WD, characterized by a high-fat content and sugary drinks, mice were fed high-fat diet and sucrose solution. The high-fat diet (60%; D12492) and matching normal diet (ND; D12450J) pellets were purchased from Research Diets (New Brunswick, NJ, USA). The sugar concentration in the sucrose solution was determined, as described in a previous rodent study [22]. Two independent series of experiments were conducted, and mice were randomly assigned as follows:

In experiment 1, two groups of mice were used: (i) ND—mice administered ND with plain water (control group; *n* = 10 mice) and (ii) WD—mice administered the high-fat diet with sucrose solution (*n* = 10 mice).

In experiment 2, four groups of mice were used: (i) *Tas1r3*^+/+^ mice who were administered ND (*n* = 10 mice), (ii) *Tas1r3*^−/−^ mice who were administered ND (*n* = 10 mice), (iii) *Tas1r3*^+/+^ mice who were administered WD (*n* = 10 mice), and (iv) *Tas1r3*^−/−^ mice who were administered WD (*n* = 10 mice). Food and water were supplied ad libitum for 10 weeks. The body weight, as well as food and water intake, were monitored weekly.

All mice used in the experiments were randomly assigned to each group, and random numbers generated using SPSS software (version 18.0; SPSS Inc., Chicago, IL, USA) were assigned with a unique code linking to the individual animal.

### Histology

After 10 weeks of diet induction or 7 days of 2% dextran sulfate sodium (molecular weight: 36,000–50,000 kDa; Cat# 02160110-CF; MP Biomedicals, Santa Ana, CA, USA) induction, all mice were anesthetized and euthanized by intraperitoneal injection of 20% urethane (U2500; Sigma-Aldrich, St. Louis, MO, USA), and the entire intestine was removed and opened longitudinally. Small and large intestinal tissues were fixed overnight in 10% formalin and embedded in paraffin. The tissue blocks were cut into Sects. (4–6 μm thick) that were mounted on glass slides, stained with hematoxylin and eosin, and photographed under a Nikon Eclipse TE2000-U microscope (Tokyo, Japan) equipped with a QImaging digital camera (Teledyne QImaging, Surrey, BC, Canada). H&E-stained intestinal sections were coded for blind microscopic assessment of inflammation. Sections coded for assessment of inflammation were scored by two blinded investigators as described previously (*n* = 10 mice/group) [23].

### Immunohistochemistry and immunofluorescence

Serial sections (4–6 μm thick) were prepared from formalin-fixed paraffin-embedded specimens and mounted on silane-coated slides (Dako Japan Co., Ltd., Kyoto, Japan). Tissues were deparaffinized and rehydrated through a graded xylene and alcohol series, placed in citrate-buffered solution (pH 6.0) (C9999; Sigma-Aldrich), and heated in a microwave oven to 100 °C for 20 min for antigen retrieval. After washing with phosphate-buffered saline, the slides were incubated with phosphate-buffered saline-Tween with 1% bovine serum albumin (Sigma-Aldrich) for 1 h, incubated overnight at 4 °C with anti-TAS1R3 antibodies (1:100) (Cat#OSR00184W, RRID: AB_2271552; Invitrogen, Carlsbad, CA, USA) or pan-leukocytes (CD45; 1:100) (Cat#ab10558, RRID: AB_442810; Abcam, Cambridge, UK), and developed using a Mouse and Rabbit-Specific HRP/DAB Detection IHC Kit (Cat#ab64264; Abcam), according to the manufacturer’s instructions. Primary antibodies used for small or large intestine immunofluorescence staining included mouse anti-CD4 (Cat#14–0041-86, RRID: AB_467065; eBioscience, San Diego, CA, USA), rat anti-CD8 (Cat#ab22378, RRID: AB_447033; Abcam), and mouse anti-CD11b (Cat#14–0112-82, RRID: AB_467108; eBioscience), to label different types of immune cells in intestinal tissues. Secondary and secondary-conjugated primary antibodies used for small intestine and colon immunofluorescence staining included Alexa Fluor 488 anti-mouse/human CD11b (Cat#101219, RRID: AB_493545; BioLegend, San Diego, CA, USA), Alexa Fluor 594 donkey anti-rabbit (Cat#A21207, RRID: AB_141637; Thermo Fisher Scientific, Waltham, MA, USA), Alexa Fluor 488 donkey anti-mouse (Cat#A21202, RRID: AB_141607; Thermo Fisher Scientific), and Alexa Fluor 594 donkey anti-rat (Cat#A21209, RRID: AB_2535795; Thermo Fisher Scientific). Immunoreactivity was visualized using a confocal microscope system (LSM 510; Carl Zeiss, Oberkochen, Germany). Images were captured at 20X magnification using an EVOS FL Cell Imaging System (Thermo Fisher Scientific) and a BZ-X710 All-in-One Fluorescence Microscope (Keyence, Osaka, Japan), and analyzed using ImageJ software (National Institutes of Health, Bethesda, MD, USA). Tissue-infiltrated cells are expressed as the ratio of the stained area to the total area of the measured tissue region (*n* = 10 mice/group).

### Enterocyte cell culture and GLP-1 secretion assay

Human enteroendocrine NCI-H716 cells (CCL-251; American Type Culture Collection, Manassas, VA, USA) were maintained in suspension culture at 37 °C and 5% CO_2_, according to the supplier’s protocol. The culture medium was RPMI-1640 (Invitrogen) supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 100 IU/mL penicillin, and 100 μg/mL streptomycin. Two days prior to the experiments, 1 × 10^6^ cells were seeded in 24-well culture plates precoated with Matrigel (BD Biosciences, Franklin Lakes, NJ, USA), as described previously [24]. On the day of the experiments, the supernatants were replaced with medium containing 10 mM glucose (Cat# G7021), 10 mM fructose (Cat# F3510), 10 mM sucrose (glucose + fructose), and/or 10 μM palmitate (Cat# P5585). In the TAS1R3 antagonist experiment, NCI-H716 cells were pretreated with the TAS1R3 antagonist, lactisole (2.5 mM) (Cat# M6546) for 30 min and stimulated with medium containing fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 12 h. In the PPARγ antagonist experiment, NCI-H716 cells were transfected with *TAS1R3* siRNA or control siRNA for 48 h, and then stimulated with the PPARγ antagonist, GW9662 (Cat# M6191) (10 μM), in the presence of fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 12 h. The cells were incubated for 2, 4, 12, and 24 h at 37 °C with or without different test agents and inhibitors. Glucose, fructose, palmitate, lactisole, and GW9662 were purchased from Sigma-Aldrich. Following incubation, the medium was collected, centrifuged at 1,000 × *g* for 10 min at 4 °C, to remove any floating cells, and frozen at -20 °C for subsequent biochemical analysis. GLP-1 was measured using a commercial GLP-1 (active) Enzyme-Linked Immunosorbent Assay Kit (Cat#EGLP-35 K; Millipore, Billerica, MA, USA), according to the manufacturer’s protocol (*n* = 3/group).

### siRNA knockdown

siRNA duplexes for *TAS1R3* were synthesized by Bioneer (Daejeon, South Korea). Scrambled negative control siRNA was also purchased from Bioneer. For knockdown experiments, 5 × 10^5^ endocrine differentiated NCI-H716 cells were plated into 6-well plates and cultured for 48 h. *TAS1R3* (10 nM) or control (10 nM) siRNA was transfected into the cells using Lipofectamine RNAiMAX Reagent (Invitrogen). After 48 h of transfection, the cells were induced with medium containing 10 mM glucose, 10 mM fructose, and 10 μM palmitate for 12 h (*n* = 3/group). The target sequences of the siRNA are listed in Additional file 1 (Table S1).

### Enzyme-linked immunosorbent assay

Enzyme-Linked Immunosorbent Assay (ELISA) Kits specific for human TNF-α (Cat# ab181421) and IL-8 (Cat# ab46032) were purchased from Abcam. TNF-α and IL-8 in the cell-conditioned medium were quantified using Enzyme-Linked Immunosorbent Assay, according to the manufacturer’s instructions. Briefly, the samples were diluted with assay buffer and added to microwells precoated with anti-human TNF-α or IL-8 antibodies, followed by incubation with an antibody cocktail and 3,3′,5,5′-tetramethylbenzidine substrate. Conjugated enzyme activity was detected by measuring absorbance at 450 nm (*n* = 3/group).

### RNA isolation and quantitative reverse transcription-PCR

Total RNA was extracted from the ileum tissue of WD- or DSS-induced wild-type and knockout mice and NCI-H716 cells. After harvest, the ileal and cell extracts were immediately snap-frozen by immersion in liquid nitrogen and stored at –80 °C until RNA extraction. Total RNA was isolated using RNAqueous (Cat# AM1914; Ambion, Austin, TX, USA), according to the manufacturer’s instructions. RNA extraction involved a DNase treatment step. RNA was quantified using a NanoDrop 2000/2000c Spectrophotometer (Thermo Fisher Scientific), and 1 μg of RNA from each sample was used for cDNA synthesis (Cat# 11917010; Invitrogen). Quantitative reverse transcription-PCR was performed using StepOnePlus (Real-time PCR System; Applied Biosystems, Foster City, CA, USA) and SYBRGreen (Cat# 4367659; Applied Biosystems). The relative quantification of gene expression was performed using the 2^−△△Ct^ method. The cycle threshold values of the genes of interest were normalized to that of *Gapdh* (*n* = 3–10 mice/group). The primers used for quantitative reverse-transcription-PCR are listed in Additional file 1 (Table S2).

### RNA-sequencing (RNA-seq)

Isolated RNA (1000 ng) was used as input for library generation. Intact mRNA was isolated from total RNA using a Dynabeads mRNA DIRECT Micro Kit (Ambion). The total mRNA samples were depleted of up to 99.9% of 5S, 5.8S, 18S, and 28S rRNA using the RiboMinus Eukaryote System v2 (Life Technologies, Carlsbad, CA, USA). Barcoded cDNA libraries were prepared from the rRNA-depleted mRNA samples and constructed using the Ion Total RNA Seq Kit v2 (Life Technologies). Whole-transcriptome libraries were diluted to 100 pM and amplified with ion sphere particles by emulsion PCR using an Ion One Touch 2 System (Life Technologies) and Ion PI Hi-Q OT2 200 Kit (Cat# A26434; Life Technologies). Template-positive ion sphere particles were enriched using the Ion OneTouch Enrichment System (Life Technologies), in which biotinylated adaptor sequences were selected by binding to streptavidin-conjugated beads. The template-positive ion sphere particles were sequenced using the Ion PI Hi-Q Sequencing 200 Kit (Cat# A26433; Life Technologies). Sequencing primers were annealed to template fragments attached to the ion sphere particles, and the template-positive ion sphere particle samples were loaded onto a chip from the Ion PI Chip Kit v3 (Cat# A26771; Life Technologies) and incubated with polymerase. Finally, the chip was placed on an Ion Proton System (Life Technologies) for ion semiconductor sequencing, which is based on the principle of hydrogen ion release detection when nucleotides are incorporated into the growing DNA template (*n* = 6 mice/group). All procedures were performed according to the manufacturer’s instructions.

### Bioinformatics analysis of RNA-seq data

Raw RNA-seq reads were split into individual samples based on their barcodes and quality controlled using the FASTQC tool. The reads were analyzed using Partek Flow software (Partek, St. Louis, MO, USA) [25]. Briefly, the reads were mapped to Genome Reference Consortium Mouse Build 38 (mm10) using STAR 2.5.3a aligner. Quantification was performed using the transcript model Ensembl Transcripts release 91. Differential expression analysis was conducted using R package DESeq2. Genes with an absolute fold-change of ≥ 2 and a false discovery rate (FDR) < 0.01 were considered as differentially expressed genes (DEGs). The DEGs were subjected to ingenuity pathway analysis using IPA software (Qiagen, Hilden, Germany) [26]. Hierarchical clustering and biological classification analyses were also performed. Fisher’s exact test was used to determine the significance of the enrichment of specific biological processes among the DEGs. Hierarchical clustering analysis was performed using Genesis v1.7.545 based on a Pearson correlation distance matrix and average linkage algorithm.

### Protein extraction and western blotting

Approximately 0.1 g of terminal ileum tissue isolated from *Tas1r3*^+/+^ or *Tas1r3*^−/−^ mice was transferred to 1 mL Tissue Extraction Reagent 1 (Cat# FNN0071; Invitrogen) with 1/1,000 protease inhibitor (Cat# P-2714; Sigma-Aldrich, St. Louis, MO, USA) and homogenized. NCI-H716 cells were also lysed using RIPA buffer and homogenized. Protein concentrations were determined using the Pierce BCA Protein Assay Kit (Cat# 23227; Thermo Fisher Scientific) with bovine serum albumin as the standard. Aliquots of each protein lysate (20 μg) were subjected to sodium dodecyl sulfate polyacrylamide gel electrophoresis, transferred to a polyvinylidene fluoride membrane, blocked for 1 h at 24 °C with 5% fat-free milk in Tris-buffered saline containing 0.1% Tween 20, and incubated with monoclonal rabbit anti-mTOR (1:1,000) (Cat# 2972S, RRID: AB_330978), rabbit anti-phospho-mTOR (1:1,000) (Cat# 2971S, RRID: AB_330970), and rabbit anti-PPARgamma (1:1,000) (Cat# 2443S, RRID: AB_823598) primary antibodies from Cell Signaling Technology (Danvers, MA, USA), and rabbit anti-Occludin (1:2,000) (Cat# ab216327, RRID:AB_2737295) and rabbit anti-Claudin-1 (1:2,000) (Cat# ab180158) primary antibodies from Abcam. Mouse anti-α-tubulin (1:10,000) (Cat# T5168, RRID: AB_477579) from Sigma was used as a control. Horseradish peroxidase-conjugated goat anti-rabbit secondary antibodies (1:5,000) (Cat# 7074S, RRID: AB_2099233) from Cell Signaling Technology and goat anti-mouse secondary antibodies (1:10,000) (Cat# G21040, RRID: AB_2536527) from Invitrogen were used for detection. The target proteins were detected using enhanced chemiluminescence western blot detection reagents (Amersham Pharmacia Biotech, Piscataway, NJ, USA) (*n* = 6 mice/group).

### 16S rRNA gene sequencing

Fecal samples were frozen immediately after collection and stored at –80 °C. Total bacterial DNA was isolated from fecal samples using a QIAamp Fast DNA Stool Mini Kit (Cat# 51604; Qiagen), according to the manufacturer’s protocol for pathogen detection, with slight modifications. Briefly, approximately 200 mg of fecal material was homogenized for 1 min at 30 Hz with 5-mm sterilized steel beads in ASL buffer using a TissueLyser bead mill (Qiagen). The suspension was heated at 95 °C to lyse gram-positive bacterial cells. In the final incubation step, we extended the elution time from 1 to 5 min to increase the DNA yield. A 16S rRNA sequencing library was constructed, according to the 16S metagenomics sequencing library preparation protocol (Illumina, San Diego, CA, USA), targeting the V3 and V4 hypervariable regions of the 16S rRNA gene. KAPA HiFi HotStart ReadyMix (KAPA Biosystems, Wilmington, MA, USA) and the Agencourt AMPure XP System (Beckman Coulter Genomics, Brea, CA, USA) were used to amplify and purify the PCR products, respectively. The amplicons were sequenced in paired-end mode (PE275) using a MiSeq System (Illumina) (*n* = 10–14 mice/group).

### 16S rRNA-seq analysis

Paired sequences were dereplicated using the QIIME pipeline [27], and de novo and reference-based chimeras were removed using UCHIME software. Sequences from all samples were merged and sorted based on their relative abundances, and then closed operational taxonomic unit selection was performed using a 99% similarity threshold, followed by stringent taxonomic assignment using Silva v1.19. Based on the operational taxonomic unit abundance matrix and respective taxonomic classifications, feature abundance matrices were calculated at different taxonomic levels (from genus to phylum). To estimate the species diversity within samples (α-diversity), Shannon’s and Pielou’s indices were calculated using the R package phyloseq, after rarefaction. For comparisons among samples (β-diversity), Bray–Curtis and weighted principal coordinate analysis (PCoA) UniFrac dissimilarities were determined using phyloseq, based on profiles normalized to sample depth. Linear discriminant analysis effect size analysis was conducted online using the Galaxy workflow framework [28] to identify differentially abundant bacterial genera.

### Stool butyrate assay

Aliquots (200 mg) of fecal samples were thawed, to which 4 volumes of distilled water (800 μL) were added, followed by vortexing at room temperature for 5 min until the samples were homogenized. Then, 15 μL of 95% sulfuric acid (Sigma-Aldrich) was added to 300 μL of fecal supernatant for acidification (final 5% (v/v)), followed by stabilization for 5 min. After centrifugation at 14,000 × *g* for 5 min, the supernatants were transferred to a new tube. To extract volatile materials, 30 μL of 1% (v/v) internal standard (2-methylpentanoic acid; Sigma-Aldrich) and 300 μL of anhydrous ethyl ether (Sigma-Aldrich) were added to acidified fecal supernatant. The samples were vortexed for 1 min, and then centrifuged at 14,000 × *g* for 5 min. The upper layer was carefully transferred to a GC vial and stored at -80 °C before analysis. The 10 mM butyrate solution (Cat# T8626; Sigma-Aldrich) was used as the standard for butyrate analysis. Stool butyrate was measured using the Agilent Technologies 7890A GC System (Santa Clara, CA, USA), as described by David et al. [29] (*n* = 20 mice/group).

### IBD gene expression profiling

To analyze the DEGs in IBD (*n* = 204) *versus* non-IBD (*n* = 74), mRNA microarray expression profiles were retrieved and downloaded from the Gene Expression Omnibus database [30] by searching the following keywords: “IBD,” “active ulcerative colitis,” “active Crohn’s disease,” and “*Homo sapiens*” (organism). The inclusion criteria were as follows: (i) intestinal tissues (not cells) from adult patients with active IBD and (ii) samples from patients with IBD who had not received any interventions or treatments. After screening, five mRNA expression datasets (GSE160804, GSE126124, GSE95095, GSE75214, and GSE53306) were selected for analysis (see Additional file 1: Table S3). The raw microarray data were downloaded from the Gene Expression Omnibus database and preprocessed using Partek Genomics Suite version 6.6 (Partek) with the robust multichip analysis algorithm, which performs background adjustment, quantile normalization, and probe summarization. GC-content correction was used, as suggested by the default pipeline of Partek Genomics Suite. To estimate the effect of the normalization procedure, expression data without normalization and with standard robust multichip analysis normalization (without GC-content correction) were also generated. Differential gene expression analysis was performed using R/Bioconductor [31, 32]. For DEG selection, an FDR *P* < 0.001 was considered the cutoff value.

### Murine colitis model

Colitis was induced by administering 2% DSS dissolved in drinking water for 7 days. Control mice were provided with drinking water without DSS. Colitis development was evaluated by monitoring daily weight changes. Colitis severity was also scored by evaluating the clinical disease activity through daily observation of the following parameters: weight loss (0 points = no weight loss or weight gain, 1 point = 5–10% weight loss, 2 points = 11–15% weight loss, 3 points = 16–20% weight loss, 4 points =  > 21% weight loss); stool consistency (0 points = normal and well-formed, 2 points = very soft and unformed, 4 points = watery stool); and bleeding stool score (0 points = normal color stool, 2 points = reddish color stool, 4 points = bloody stool). The disease activity index was calculated based on the combined scores of weight loss, stool consistency, and bleeding, and ranged from 0 to 12. All parameters were scored from Days 0 to 7. On Day 7 after DSS-colitis induction, the mice were sacrificed, and the entire intestine was quickly removed. After determining the colon length as a marker of inflammation, the entire colon was cut open lengthways and gently flushed with sterile phosphate-buffered saline to remove any traces of feces. Small and large intestinal segments were immediately frozen in liquid nitrogen and stored at − 80 °C for subsequent extraction of total RNA. For histological analysis, intestinal segments were fixed in 10% neutral buffered formalin phosphate and stored at room temperature until inflammation was analyzed (*n* = 7 mice/group).

### Statistical analysis

All data were analyzed using GraphPad Prism software (version 9.0; GraphPad Inc., San Diego, CA, USA). The Kolmogorov–Smirnov test was used to assess data normality. All data were found to be normally distributed. SigmaPlot 11.0 was used to estimate all sample sizes using data from previous experiments and preliminary data with α = 0.05 and β = 0.2. Unless otherwise specified, all data are expressed as means ± standard errors of the mean. Descriptive statistics are listed in Additional file 1 (Table S4). The mean values of two groups were compared using Student’s *t*-test, and the means of multiple groups were compared using one-way analysis of variance, followed by Bonferroni post-hoc test. All statistical analyses were two-sided, and *P* < 0.05 was considered significant. In gene expression analyses, significant enrichment of specific genes was determined using a right-tailed Fisher’s exact test. Correlations between the relative abundance of butyrate-producing bacteria and transcript expression of PPAR-associated molecules were analyzed using Spearman’s correlation test.

## Results

### TAS1R3 expression is significantly increased in WD-induced intestinal inflammation

To investigate the effects of increased WD intake on intestinal inflammatory outcomes, C57BL/6 J mice were fed a high-fat diet and sugar water for 10 weeks and compared with control mice fed a ND and plain water. Bowel inflammation was markedly induced by long-term overconsumption of WD. Histopathological examination of the terminal ilea showed that WD induced severe tissue damage with significant cellular infiltration, extensive erosion, ulceration, and muscularis mucosa layer destruction (Fig. 1a, b).

**Fig. 1:**
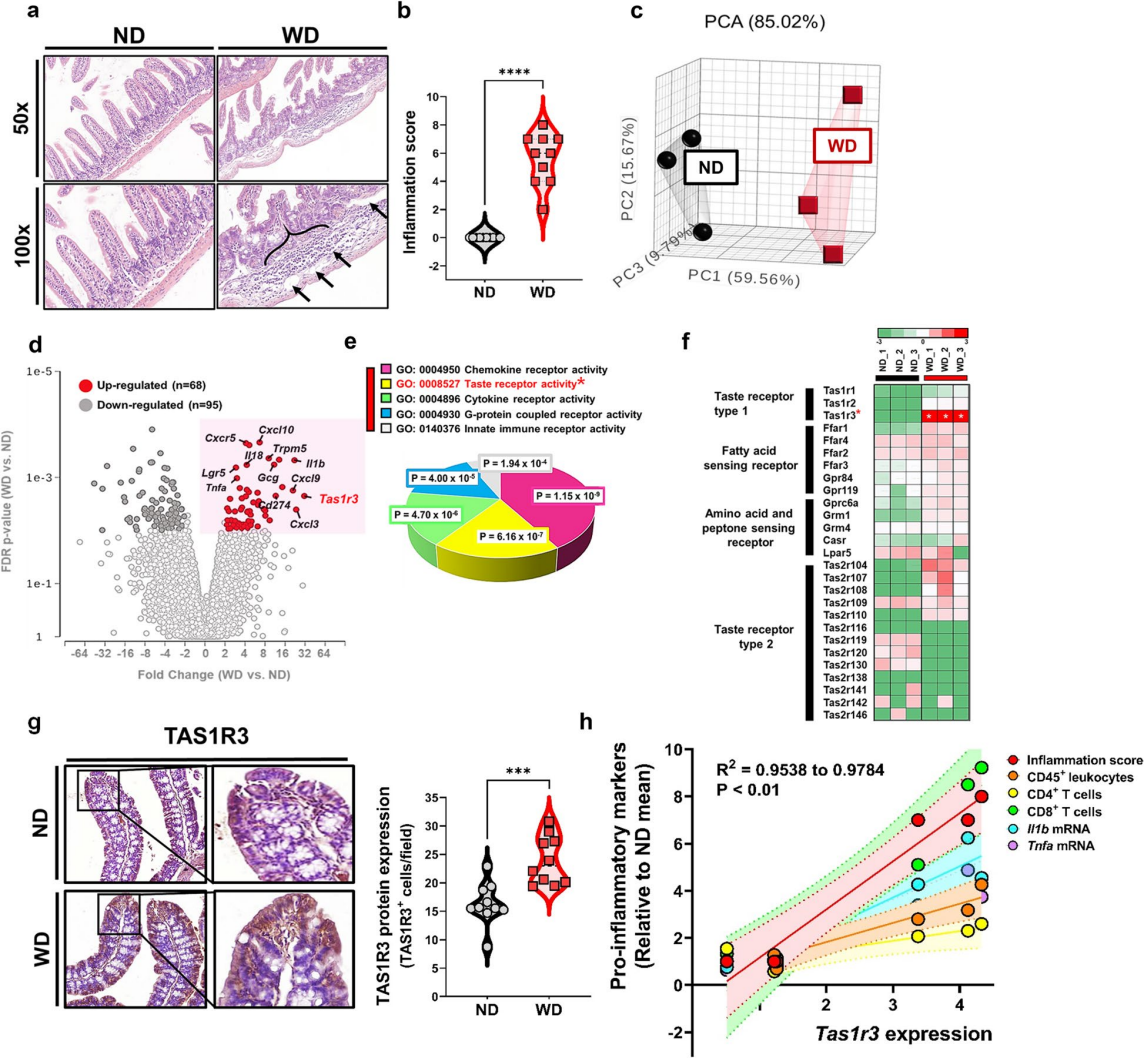
Increased TAS1R3 expression in WD-induced intestinal inflammation.** a** Representative hematoxylin and eosin-stained images of small intestine (terminal ileum) sections from mice fed ND (control) or WD (*n* = 10 mice/group). Edematous submucosa and severe cellular infiltration (arrows) (scale bars: 200 μm). **b** Histological scores (*n* = 10 mice/group). The sum of the severity scores for inflammation (0–3), damage (0–4), and extension (0–4). **c** PCA of the transcriptome of terminal ileum tissue. Points represent individual mice (*n* = 3 mice/group). **d** Volcano plot of differentially expressed genes between ND- and WD-fed mice. FDR *P*-values and fold-changes were obtained from RNA-sequencing data. **e** DAVID GO molecular function analysis of significantly upregulated genes. Significance (–log (*P*-value)) was calculated using a right-tailed Fisher’s exact test. **f** Heatmap of taste receptor activity-associated gene expression between groups. Data represent the average normalized intensities (*n* = 3 mice/group). The significance is indicated as a white * symbol in the heatmap. **g** Immunohistochemical staining of TAS1R3 in terminal ileum tissue (*n* = 10 mice/group). **h** Correlation between *Tas1r3* expression and pro-inflammatory markers (indicated cell type frequency and mRNA expression) in intestinal tissue (*n* = 3 mice/group). All values are relative to the ND mean (mean ± standard error). ***P < 0.001 and ****P < 0.0001 (unpaired Student’s *t*-test). FDR, false discovery rate; GO, gene ontology; ND, normal diet; PCA, principal component analysis; TAS1R3, taste receptor type 1 member 3; WD, Western diet

To clarify the mechanisms by which WD induces intestinal inflammation, RNA-seq was performed on inflamed (WD-fed) and healthy (ND-fed) terminal ileum tissue. Principal component analysis (PCA) confirmed that the gene expression profiles of WD-fed mice were easily distinguished from those of ND controls (Fig. 1c). Transcriptome analysis revealed upregulation of pro-inflammatory cytokine- and chemokine-associated genes, including *Il1b*, *Il18*, *Tnfa*, *Cxcl3*, *Cxcl9*, and *Cxcl10*, in WD-fed mice. Strikingly, genes involved in chemosensory signaling pathways, including *Tas1r3*, *Trpm5*, *Lgr5*, and *Gcg*, were also expressed at high levels in WD-fed mice (Fig. 1d). Gene set enrichment analysis (GSEA) revealed taste receptor activity as the second-most overexpressed network in WD-induced bowel inflammation, following chemokine receptor activity (Fig. 1e). These findings indicate that long-term consumption of WD altered the expression of mRNA related not only to pro-inflammatory responses but also to receptor signaling pathways, including intestinal TRs.

Notably, *Tas1r3* mRNA expression (*P* < 0.0001; Fig. 1f) and protein abundance (*P* = 0.0004; Fig. 1g) were only significantly upregulated among the several G-protein-coupled TRs in WD-fed mice, but not in ND-fed mice. However, the expression of dimer-forming *Tas1r1* and *Tas1r2* did not differ between groups (Fig. 1f). *Tas1r3* expression was significantly and positively correlated with pro-inflammatory markers: histological inflammation score, proportion of CD45^+^ leukocytes (IFN-γ^+^TNF-α^+^CD4^+^ and CD8^+^ T cells) in draining mesenteric lymph nodes, as well as *Il1b* and *Tnfa* mRNA expression in ileal tissue (Fig. 1h). Collectively, these results show that significantly elevated TAS1R3 expression levels are a hallmark in WD-induced intestinal inflammation.

### A combination of glucose, fructose, and palmitate ligands upregulates pro-inflammatory cytokine and chemokine expression via TAS1R3 activation

To confirm whether TAS1R3 activation initiates an inflammatory response in the gut, we next studied cultured NCI-H716 EECs, an intestinal epithelial model with high TAS1R3 expression (see Additional file 2: Fig. S1a). Although sweet molecules are prominent TAS1R3 ligands [33], our in vivo findings showed that TAS1R3 expression was highest in the gut when dietary fat and sugar were combined. Accordingly, we used palmitate (the most abundant dietary fat) and/or sugars (glucose, fructose, and glucose + fructose) as ligands to determine whether TAS1R3 expression is increased by dietary fat in vitro.

As expected, stimulation of NCI-H716 cells with sucrose (glucose + fructose) increased *TAS1R3* mRNA expression; however, *TAS1R3* expression was also increased by palmitate stimulation. Notably, combining palmitate, glucose, and fructose resulted in a larger increase in *TAS1R3* expression than did stimulation with either single molecule (Fig. 2a). The mRNA expression of dimer-forming *TAS1R1* and *TAS1R2* did not differ among groups (see Additional file 2: Fig. S1b, c), consistent with our in vivo findings.

**Fig. 2:**
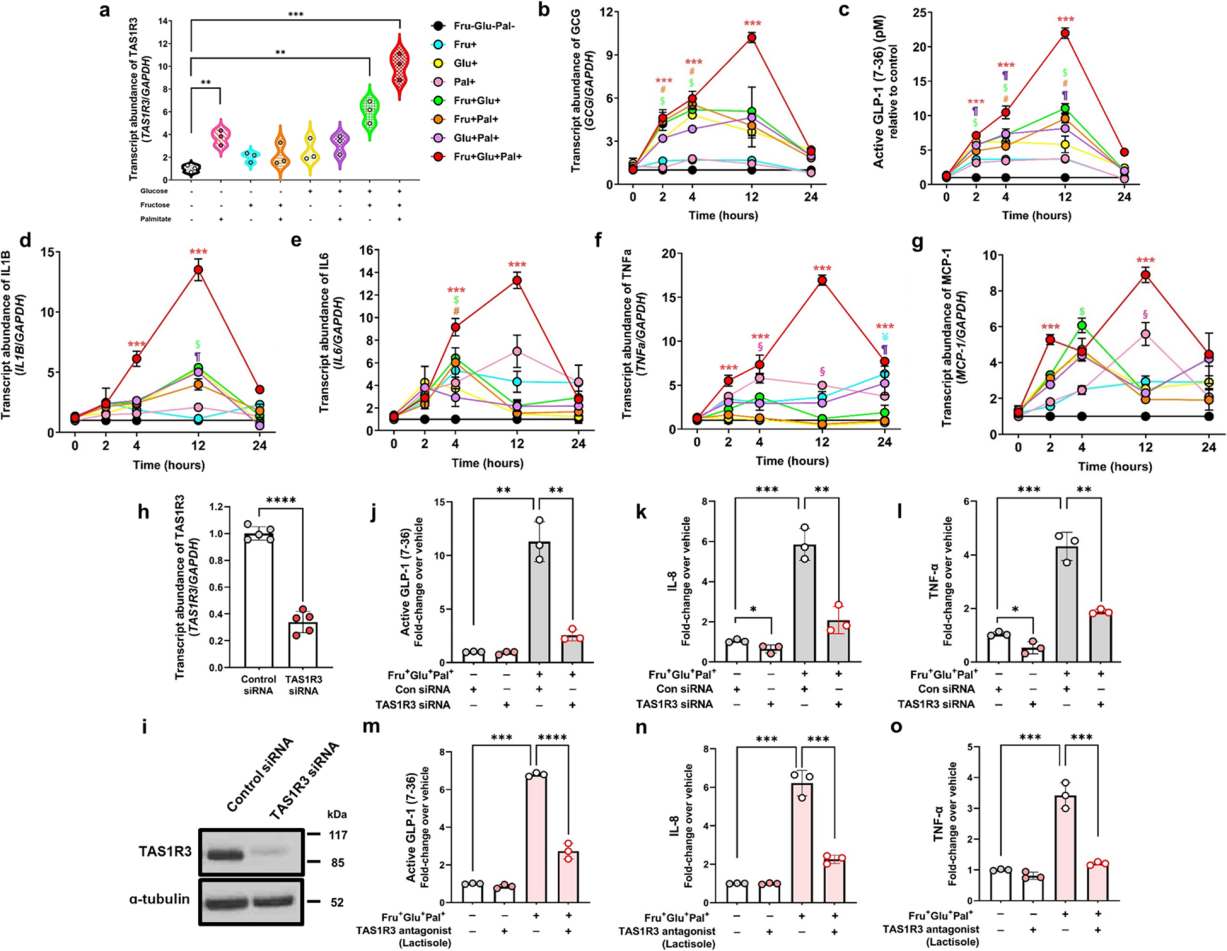
A combination of glucose, fructose, and palmitate ligands induces production and secretion of pro-inflammatory cytokines and chemokine in EECs via TAS1R3 activation.** a** qRT-PCR of relative mRNA expression of intestinal *TAS1R3* in NCI-H716 cells after 12 h of treatment with individual or combined glucose, fructose, and palmitate to activate TAS1R3 (*n* = 3/group). Time course of (**b**) *GLP1* mRNA expression, **c** active GLP-1 levels, **d** *IL1B* mRNA expression, **e** *IL6* mRNA expression, **f** *TNFɑ* mRNA expression, and **g** *MCP1* mRNA expression in NCI-H716 cells after stimulation with individual or combined glucose, fructose, and palmitate (*n* = 3/group). **h–l** NCI-H716 cells were transfected with TAS1R3 (10 nM) or scrambled control (10 nM) siRNA for 48 h and then stimulated with or without fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 12 h (*n* = 3/group). Evaluation of *TAS1R3* siRNA **h** mRNA and **i** protein knockdown in EECs. Transfection with *TAS1R3* siRNA inhibited *TAS1R3* mRNA and protein expression in differentiated NCI-H716 cells. The collected supernatants were assayed for active **j** GLP-1, **k** IL-8, and **l** TNF-α levels. **m–o** NCI-H716 cells were pretreated with the TAS1R3 antagonist, lactisole (2.5 mM), for 30 min and then stimulated with fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 12 h (*n* = 3/group). The collected supernatants were assayed by active **m** GLP-1, **n** IL-8, and **o** TNF-α enzyme-linked immunosorbent assay. Data represent means ± standard errors of the mean of three to five independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 (one-way analysis of variance followed by Bonferroni post-hoc test). EEC, enteroendocrine cell; GLP-1, glucagon-like peptide 1; IL, interleukin; MCP-1, monocyte chemoattractant protein-1; qRT-PCR, quantitative reverse transcription PCR; TAS1R3, taste receptor type 1 member 3; TNFα, tumor necrosis factor-alpha; WD, western diet

The physiological response of EECs to dietary luminal content mediated by TAS1R3 is the secretion of enteroendocrine hormones, such as GLP-1 [34]. Accordingly, EEC stimulation led to increased *GLP1* mRNA expression and active GLP-1 secretion (Fig. 2b, c), with TAS1R3 more strongly activated by palmitate, glucose, and fructose combined than by either agent alone.

Next, we investigated whether TAS1R3 activation induces the synthesis of pro-inflammatory molecules. Strikingly, the expression levels of interleukin (IL)-1β, IL-6, tumor necrosis factor-alpha (TNF-α), and monocyte chemoattractant protein-1 (MCP-1) were significantly increased across multiple time points and peaking at 12 h upon direct activation of TAS1R3 (Fig. 2d–g). In summary, intestinal TAS1R3 is most potently induced and activated by a combination of luminal fat and sugar, leading to upregulation of pro-inflammatory cytokines and chemokine that can recruit inflammatory cells into the tissues.

To determine whether the enhanced secretion of pro-inflammatory cytokines induced by a combination of glucose, fructose, and palmitate is mediated by TAS1R3 activation, we transfected NCI-H716 cells with siRNA against *TAS1R3*. *TAS1R3* siRNA significantly decreased *TAS1R3* mRNA expression (Fig. 2h, i), resulting in significantly reduced *GLP1* mRNA expression (see Additional file 2: Fig. S1d) and active GLP-1 secretion (Fig. 2j), even with glucose, fructose, and palmitate stimulation. The expression levels of *IL1B*, *IL6*, *IL8*, and *TNF-ɑ* were also significantly reduced by *TAS1R3* knockdown (see Additional file 2: Fig. S1e–h). Notably, the combination of glucose, fructose, and palmitate-induced increases in IL-8 and TNF-ɑ secretion were also inhibited by *TAS1R3* knockdown (Fig. 2k–l).

Consistently, pre-treatment of NCI-H716 cells with lactisole, a TAS1R3 antagonist [35], significantly inhibited the combination of glucose, fructose, and palmitate-induced upregulation of* GLP1* mRNA levels and GLP-1 secretion (see Additional file 2: Fig. S1i and Fig. 2m). Lactisole treatment also prevented the combination of glucose, fructose, and palmitate-induced increase in pro-inflammatory cytokine expression (see Additional file 2: Fig. S1j–m) and secretion (Fig. 2n, o), confirming that a combination of luminal fat and sugar acts through TAS1R3 to induce pro-inflammatory cytokine secretion.

### *Tas1r3*-deficient mice are protected from WD-induced intestinal inflammation

To explore the function of TAS1R3 in intestinal inflammation, we next evaluated WD-induced intestinal inflammation in *Tas1r3*^*−/−*^ mice. TAS1R3 mRNA and protein expression levels were significantly reduced in the ileum of *Tas1r3*^−/−^ mice compared to that in the ileum of wild-type *Tas1r3*^+*/*+^ littermate controls (Fig. 3a, b). We then provided *Tas1r3*^*−/−*^ and *Tas1r3*^+*/*+^ mice with WD or ND ad libitum for 10 weeks and found no significant differences in diet or water intake between them (see Additional file 3: Fig. S2a–c). Moreover, no significant phenotypic differences were detected in spleen weight or small and large intestine length in the ND-fed groups. However, splenomegaly, which indicates increased systemic inflammation, was observed in WD-fed *Tas1r3*^+*/*+^ but not in WD-fed *Tas1r3*^*−/−*^ mice (Fig. 3c). The small and large intestines of WD-fed *Tas1r3*^*−/−*^ mice were significantly longer than those of control mice (Fig. 3d, e).

**Fig. 3:**
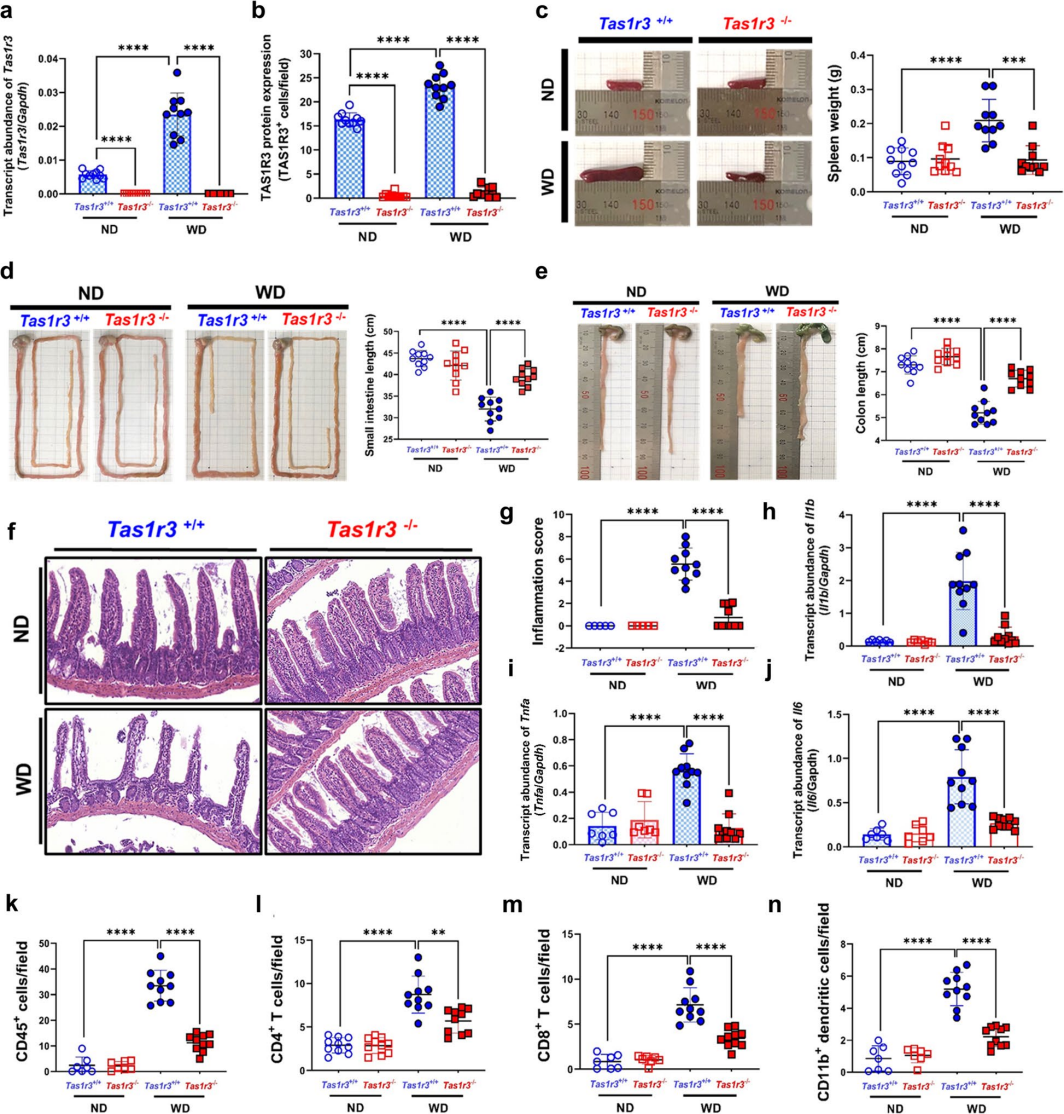
TAS1R3 loss protects against WD-induced intestinal inflammation and reduces inflammatory cell infiltration.** a** qRT-PCR amplification of cDNA from the ileum of *Tas1r3*^+/+^ and *Tas1r3*^−/−^ mice (*n* = 10 mice/group). Ratios of *Tas1r3* to *Gapdh* cycle threshold values are plotted. **b** Immunohistochemical staining of TAS1R3 in terminal ileum tissue. In vivo experiments (*n* = 10 mice/group) were performed in triplicate at least twice. Representative **c** spleens, **d** small intestines, and **e** large intestines from diet-induced *Tas1r3*^+/+^ and *Tas1r3*^−/−^ mice (*n* = 10 mice/group). **f** Hematoxylin and eosin-stained ileal tissue and **g** tissue injury scores in ND- and WD-fed *Tas1r3*^+/+^ and *Tas1r3*^−/−^ mice (*n* = 10 mice/group). qRT-PCR evaluation of **h** *Il1b*, **i** *Il6*, and **j** *Tnfα* in ileal tissue following diet-induced intestinal inflammation in *Tas1r3*^+/+^ and *Tas1r3*^−/−^ mice (*n* = 10 mice/group). *Gapdh* was used as the endogenous control. **k–n** Immunofluorescence and immunohistochemical evaluation of immune cell infiltration in ileal tissue. **k** CD45^+^ leukocytes, **l** CD4^+^ T cells, **m** CD8^+^ T cells, and **n** CD11b^+^ dendritic cells (*n* = 10 mice/group). Data represent means ± standard errors of the mean. **P < 0.01 and ****P < 0.0001 (analysis of variance followed by Bonferroni post-hoc test). ND, normal diet; qRT-PCR, quantitative reverse transcription PCR; TAS1R3, taste receptor type 1 member 3; WD, Western diet

Next, we examined the histology of intestinal tissues using hematoxylin and eosin staining (Fig. 3f). Although the ND-fed groups were normal, WD-fed *Tas1r3*^*−/−*^ mice displayed fewer epithelial erosions, ulceration, crypt damage, and cellular infiltration in the ileal mucosa than *Tas1r3*^+*/*+^ mice. Histopathological scores also showed attenuation of inflammation in WD-fed *Tas1r3*^*−/−*^ mice relative to that in *Tas1r3*^+*/*+^ mice (Fig. 3g). Intestinal mRNA levels of *Il1b*, *Il6*, and *Tnfa* were significantly lower in WD-fed *Tas1r3*^*−/−*^ mice than in *Tas1r3*^+*/*+^ control mice (Fig. 3h–j).

Pro-inflammatory cytokines can induce an increase in the recruitment of inflammatory cells [36]. In ND-fed *Tas1r3*^*−/−*^ and *Tas1r3*^+*/*+^ mice, inflammatory cells were sparsely present throughout the intestine. However, a marked reduction in their infiltration was observed in the ileum of WD-fed *Tas1r3*^*−/−*^ mice compared to that in WD-fed *Tas1r3*^+*/*+^ mice. The total numbers of CD45^+^ leukocytes, CD4^+^ T cells, CD8^+^ T cells, and CD11b^+^ dendritic cells were significantly lower in the ileum of WD-fed *Tas1r3*^*−/−*^ mice compared to those in *Tas1r3*^+*/*+^ control mice (Fig. 3k–n).

Taken together, the reduction in inflammatory markers in the ileum of WD-fed *Tas1r3*^*−/−*^ mice suggests that TAS1R3 deficiency plays a pivotal role in ameliorating intestinal inflammation.

### *Tas1r3* deficiency modulates intestinal transcriptome

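Ileal RNA was sequenced on the Ion Proton platform from ND- and WD-fed *Tas1r3*+/+ and *Tas1r3*-/- mice after 10 weeks of feeding. The WD combined a 60% high-fat diet with 30% sucrose in the drinking water. The sample labels give 16 mice, with 4 in each group (males 1 and 2 and females 1 and 2), whereas the figure legend gives 6 mice per group. The authors mapped the reads to GRCm38 with STAR and quantified the transcripts of Ensembl release 91. The deposited values cover the transcripts of 23299 genes, and no read counts were used here. They are called RPKM, as in the supplement, a unit that divides the reads of a transcript by its length and by the depth of the library. In 2 ND-fed *Tas1r3*+/+ libraries, the values imply more reads than that depth allows, so another library total may have been used. In genes with 1 annotated transcript, the RPKM multiplied by the transcript length fell on whole multiples of a step that is constant within a library and was taken as 1 read. The depth implied by this step was 7037861 to 12384383 reads (median 9792541) in the 4 ND-fed *Tas1r3*+/+ libraries and 7275303 and 10010723 reads in the 2 ND-fed *Tas1r3*-/- libraries kept. It was 7753835 to 9317134 reads (median 8541003) in the 4 WD-fed *Tas1r3*+/+ libraries and 7003820 to 9734373 reads (median 9425226) in the 3 WD-fed *Tas1r3*-/- libraries.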

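The columns of the deposited table were compared with one another before any test. In ND-fed *Tas1r3*-/- mice, the female 1 column equaled 0.75 times the male 1 column plus 0.25 times the male 2 column in all but 17 transcripts. The female 2 column equaled 0.625 and 0.375 times the same columns in all but 18 transcripts. The transcripts that departed from these weighted means belonged to 13 genes, of which the paper names or shows 9. The RPKM of *Xist*, which is transcribed from the inactive X chromosome of females, was at most 0.0547 in these 2 columns and at least 33.9 in the 5 female libraries of the other groups. The Y-linked gene *Ddx3y* had an RPKM of 4.71 and 4.8 in them and of at most 0.0343 in those female libraries. Both columns were left out, so that ND-fed *Tas1r3*-/- mice were represented by 2 males. In WD-fed *Tas1r3*-/- mice, 2 times the female 2 value minus the female 1 value had at most 6 significant digits in 99.9% of 49348 transcripts. The same calculation with other columns gave 65.3% to 71.2%. These 2 columns were averaged and counted as 1 library, which left 13 libraries. Among the 770354 values of the 13 libraries, 169 had more than 6 significant digits. They lay in 102 transcripts of 70 genes, including 28 of the 53 listed genes that the paper names or shows (two-sided Fisher's exact test, p = 3.89e-59). In genes with 1 transcript, 0 of the 16 such values of 0.5 to 5000 reads were whole numbers of reads, compared with 85 of 105 other values in that range in the same genes and 87.5% of 100098 over all such genes. The other 17 such values were too large for this comparison. Genes with such values are described here as carrying extended digits.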

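Transcript values were summed to genes, and the 19042 genes with an RPKM of at least 1 in at least 2 libraries were tested. Group means and SDs are those of the deposited RPKM, whereas fold changes and permutation tests use scaled log2 values. Libraries were scaled by a trimmed mean of log ratios, a pseudocount of 0.5 was added, and log2 values were compared with limma's moderated test with a mean-variance trend and Benjamini-Hochberg adjustment over all genes tested. A gene was called a DEG at an adjusted p under 0.01 and a fold change of at least 2, the thresholds in the paper's methods. In 200 genes with a simulated log2 change of 1.5 between the WD-fed groups, this procedure called 87, with 0 false calls among the genes left unchanged. For a change of 3 it called 173 of 200, with 4 false calls. The simulated values were independent between genes, which values of real libraries need not be. *Tas1r3* (ENSMUSG00000029072.3, chromosome 4, 155859268 to 155863362) had an RPKM of 2.17 ± 0.53 (SD, n = 4) in ND-fed and 4.96 ± 0.972 (SD, n = 4) in WD-fed *Tas1r3*+/+ mice. Its RPKM in the columns of *Tas1r3*-/- mice was between 1.7e-16 and 0.004521, which corresponds to at most 0.17 reads in any library. Against the value of 3 reads, *Tas1r3* was at least 20.2-fold higher in *Tas1r3*+/+ than in *Tas1r3*-/- mice on the ND and at least 61.4-fold higher on the WD. Among its values, 3 carried extended digits, and 0 of its 8 values in *Tas1r3*+/+ libraries were whole numbers of reads (5.79% of 6325 genes with 1 transcript have no whole value), so these bounds rest on values that are not read counts.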

To understand how TAS1R3 deficiency alleviates intestinal inflammation, we investigated transcriptional changes in the ileum of ND- and WD-fed *Tas1r3*^*−/−*^ and *Tas1r3*^+*/*+^ mice using RNA-seq. 

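The distances between the 13 libraries were computed over all genes tested. The mean Euclidean distance between ND-fed *Tas1r3*+/+ and *Tas1r3*-/- libraries was 94.5, compared with 89.2 within the *Tas1r3*+/+ group and 81.7 between the 2 *Tas1r3*-/- libraries. The ratio of between-group to within-group distance was 1.07 (one-sided exact permutation test over 15 splits, p = 0.2; the smallest p these group sizes allow is 0.067). Among WD-fed mice, the mean distance was 106.3 between genotypes, 110.8 within the *Tas1r3*+/+ group and 117.2 within the *Tas1r3*-/- group. This ratio was 0.941 (one-sided exact permutation test over 35 splits, p = 0.771), so that the WD-fed genotypes were not farther apart than mice of the same genotype. The setting that moved these ratios most was the use of all 16 columns as labelled, including the weighted means, which gave 1.36 on the ND. In a principal component analysis, PC1 held 31.5% of the variance, of which 20.4% lay between sexes, 13.8% between diets and 9.93% between genotypes. PC2 held 17.1%, of which 42.7% lay between sexes. Most of PC3 (11.8% of the variance) lay between diets, at 73%. PC4 held 7.61% of the variance, and 55.2% of it lay between genotypes. Without the scaling between libraries, PC1 held 28.9% of the variance and 71.7% of it lay between diets.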

PCA confirmed that the gene expression profiles of ND-fed *Tas1r3*^*−/−*^ and *Tas1r3*^+*/*+^ mice were similar, whereas those of WD-fed *Tas1r3*^−/−^ mice were easily distinguished from those of WD-fed *Tas1r3*^+*/*+^ control mice (Fig. 4a). 

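Between ND-fed *Tas1r3*-/- and *Tas1r3*+/+ mice, 0 of the 19042 genes passed the adjusted p and fold-change thresholds, and 900 genes (4.73%) had an unadjusted p under 0.05. At an adjusted p under 0.05 without a minimum fold change, only *Tas1r3* was called on the ND (log2 fold change −2.15, adjusted p = 0.016). Between WD-fed *Tas1r3*-/- and *Tas1r3*+/+ mice, 2 genes passed, both lower in *Tas1r3*-/- mice, and 504 genes (2.65%) had an unadjusted p under 0.05. These were *Tas1r3* (log2 fold change −3.57, standard error 0.21, adjusted p = 1.06e-05) and *Nfkb1* (log2 fold change −1.60, standard error 0.16, adjusted p = 0.00227). The fitted fold change of *Tas1r3* is set by the pseudocount, because the values of *Tas1r3*-/- mice are near 0 (−5.74 on the WD with a pseudocount of 0.1 and −2.69 with 1), and is no bound. In 5 of the 7 fits that each left out 1 library, *Nfkb1* no longer passed; it still did without the *Tas1r3*+/+ female 1 or female 2 library. At an adjusted p under 0.05, 3 further genes were called, namely *Il18*, *Nos2* and *Tnf*. Each of these 5 genes carried extended digits. Without the transcripts that carried them, 0 genes passed on the WD, and 458 had an unadjusted p under 0.05. *Tas1r3*, *Nos2* and *Tnf* were then no longer tested, and *Nfkb1* had the same log2 fold change with an adjusted p of 0.0223. The alternative that moved the counts most was an unadjusted p under 0.01 with the same fold change, which gave 76 genes on the ND and 57 on the WD. Of those, 7 were shared by both diets, all in the same direction, where 0.227 were expected by chance. A test of the difference between the diets themselves, the genotype by diet interaction, called 0 genes, and 272 had an unadjusted p under 0.05.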

Although only 143 DEGs were identified between ND-fed *Tas1r3*^*−/−*^ and *Tas1r3*^+*/*+^ mice [|fold-change|≥ 2, FDR ≤ 0.01], 719 DEGs were identified between the WD-fed groups, suggesting that TAS1R3 has a stronger effect in the presence of WD-induced inflammatory progression (Fig. 4b).

**Fig. 4:**
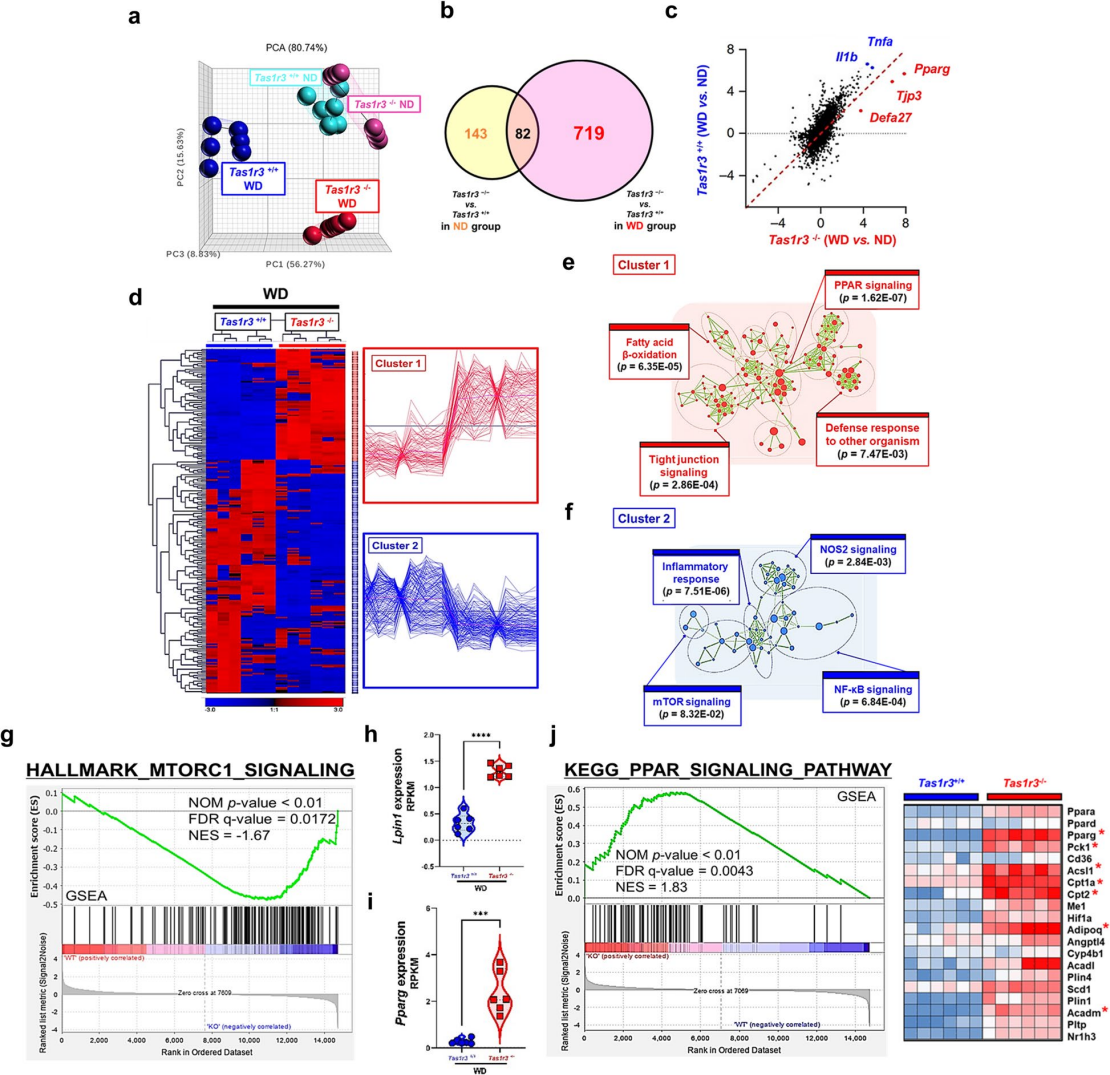
TAS1R3 deficiency modulates the intestinal genome-wide transcriptome.** a** PCA of the ileal transcriptome (*n* = 6 mice/group). Each point represents an individual mouse. **b** DEGs between *Tas1r3*^−/−^ and *Tas1r3*^+/+^ mice in the ND (yellow) and WD (pink) groups. **c** Scatter plots of significantly DEGs between *Tas1r3*^+/+^ and *Tas1r3*^−/−^ mice after adjusting for DEGs with ND in the WD group. **d** Hierarchical clustering and heatmap of up- and downregulated DEGs. Significance [|fold-change|≥ 2, FDR ≤ 0.01] was calculated using Student’s *t*-test. **e** and **f** Seven hundred and nineteen DEGs were subjected to DAVID GO enrichment analysis using Cytoscape with the Enrichment Map plugin. Red or blue nodes and rings represent the top four enriched GO biological pathways for the up- and downregulated genes, respectively. GO pathways with similar functions were clustered together and marked with circles and labels. **g** Gene set enrichment analysis. **h** *Lipin1* and **i** *Pparg* mRNA expression in the small intestine (*n* = 6 mice/group). **j** PPAR signaling pathway gene signature. Genes were ordered by fold-change in descending order from left to right. DEGs enriched in hallmark gene sets are shown in the heatmap. Data represent means ± standard errors of the mean. ***P < 0.001 and ****P < 0.0001 (analysis of variance followed by Bonferroni post-hoc test). DEG, differentially expressed gene; FDR, false discovery rate; GO, Gene Ontology; ND, normal diet; PCA, principal component analysis; TAS1R3, taste receptor type 1 member 3; WD, Western diet

The transcription of genes encoding inflammatory cytokines, such as *Tnfa* and *Il1b*, was increased in WD-fed *Tas1r3*^+*/*+^ mice, whereas the expression of *Pparg*, *Tjp3*, and *Defa27* was increased in WD-fed *Tas1r3*^*−/−*^ mice (Fig. 4c). 

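In WD-fed mice, the RPKM of *Tnf* (the paper's *Tnfa*; ENSMUSG00000024401.14, chromosome 17) was 2.94 ± 0.75 (SD, n = 4) in *Tas1r3*+/+ and 0.198 ± 0.0398 (SD, n = 3) in *Tas1r3*-/- mice, a log2 fold change of −2.33 (standard error 0.32, adjusted p = 0.0275). The RPKM of *Il1b* (chromosome 2) was 2.75 ± 0.152 (SD, n = 4) and 0.509 ± 0.373 (SD, n = 3), with a log2 fold change of −1.76 (adjusted p = 0.173). For both genes, every *Tas1r3*+/+ library lay above every *Tas1r3*-/- library (two-sided exact permutation test, p = 0.029, the smallest p that 4 against 3 allow). Among *Tas1r3*+/+ mice, the log2 fold change from ND to WD was 1.63 for *Tnf* (adjusted p = 0.0665) and 1.20 for *Il1b* (adjusted p = 0.101). The RPKM of *Pparg* (chromosome 6) in WD-fed mice was 1.11 ± 0.494 (SD, n = 4) in *Tas1r3*+/+ and 5.80 ± 2 (SD, n = 3) in *Tas1r3*-/- mice (log2 fold change 2.10, adjusted p = 0.22). That of *Defa27* (chromosome 8) was 29.5 ± 4.59 (SD, n = 4) and 865 ± 496 (SD, n = 3), a log2 fold change of 4.83 (adjusted p = 0.173); the alpha-defensins are near-identical genes between which reads could be divided. *Tjp3* (chromosome 10) had an RPKM of 38.1 ± 11.5 (SD, n = 4) and 85.1 ± 11.2 (SD, n = 3), a log2 fold change of 1.31 (adjusted p = 0.719). The groups did not overlap in any of these genes as deposited. All 5 genes carried extended digits in the WD-fed groups, in 7 transcript values of *Tnf*, 1 of *Il1b*, 4 of *Pparg*, 6 of *Tjp3* and 3 of *Defa27*. The pseudocount of 0.1 moved *Tnf* most, to a log2 fold change of −3.29.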

Hierarchical clustering revealed two distinct gene clusters (Fig. 4d). 

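Too few genes passed the adjusted threshold on the WD for clustering, so the 57 genes with an unadjusted p under 0.01 and a fold change of at least 2 were clustered by average linkage on Pearson correlation, as named in the paper's methods. They formed 2 clusters of 35 genes that were all higher and 22 genes that were all lower in *Tas1r3*-/- mice, and 100% of the genes fell into the cluster of their direction. Complete linkage and the use of all 13 libraries gave the same division. Of the 57 genes, 30 carried extended digits, namely 20 of those higher and 10 of those lower in *Tas1r3*-/- mice. Genes chosen by their difference between 2 groups form such clusters by construction. Across the 35 splits of the 7 WD-fed libraries into 4 and 3, the median number of genes chosen in this way was 71.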

Cluster 1, which comprised prominent upregulated genes in WD-fed *Tas1r3*^*−/−*^ mice, was further subdivided to assess biological processes. 

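Gene lists taken from the paper's panels, and Reactome sets, were compared between WD-fed *Tas1r3*-/- and *Tas1r3*+/+ mice with camera at a preset inter-gene correlation of 0.01. The 20 PPAR genes of Fig. 4j had a median log2 fold change of 0.68, with 16 higher and 4 lower in *Tas1r3*-/- mice (adjusted p = 1.41e-11). The 3 tight-junction genes of Fig. 6a that were tested had a median of 1.41, all higher (adjusted p = 1.3e-11). The 4 antimicrobial genes of Fig. 6b had a median of 1.86, all higher (adjusted p = 5.35e-11). The study chose these lists on the same mice, so they are not independent evidence. All calls on these 3 lists also held under fry and under an estimated inter-gene correlation, with much weaker evidence. Their adjusted p was 0.00188 to 0.0224 with fry and 0.00367 to 0.015 with an estimated correlation. Of the Reactome sets, which were not chosen on these mice, the defensins had a median log2 fold change of 1.59 over 27 genes (adjusted p = 5.03e-33). The adjusted p of the defensin genes was 0.0102 with fry and 0.0131 with an estimated correlation. Without the transcripts with extended digits, 9 of these genes remained, with a median of 1.12 (adjusted p = 1.23e-04). Regulation of lipid metabolism by PPARα had a median of −0.02 (adjusted p = 0.886) and tight junction interactions a median of −0.18 (adjusted p = 0.46). For fatty acid β-oxidation, the Reactome set had a median of −0.08 (adjusted p = 0.0603), with 3 of 14 genes higher in *Tas1r3*-/- mice. It passed, lower in *Tas1r3*-/- mice, in 4 alternatives, among them the 2 groups alone (−0.11, adjusted p = 0.0425) and the RPKM as deposited (−0.20, adjusted p = 0.0105), and it did not with fry (adjusted p = 0.635) or an estimated correlation (adjusted p = 0.667). A list of 17 genes of the mitochondrial pathway had a median of −0.21, with 4 higher and 13 lower (adjusted p = 0.127); it passed without the *Tas1r3*+/+ male 1 library, at a median of −0.27, and without the transcripts or the genes with extended digits (−0.32 and −0.37). Adjusted over the list alone, 2 of its genes were called, *Cpt1a* and *Cpt2*, both higher in *Tas1r3*-/- mice and both with extended digits. The alternative that moved the PPAR list most was leaving out the transcripts with extended digits, after which its median was 0.08 (adjusted p = 0.188), while the β-oxidation list then had an adjusted p of 0.000947. The β-oxidation list moved most, to a median of −0.0039, without the *Tas1r3*-/- male 1 library.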

Functional classification and Fisher’s exact test identified PPAR signaling (*P* = 1.62E-07), fatty acid β-oxidation (*P* = 6.35E-05), tight-junction signaling (*P* = 2.86E-04), and defense response to other organisms (*P* = 7.47E-03) as the most significant biological processes (Fig. 4e). 

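Among the genes lower in WD-fed *Tas1r3*-/- mice, *Nos2* (chromosome 11) had an RPKM of 30.8 ± 6.46 (SD, n = 4) in *Tas1r3*+/+ and 5.11 ± 2.33 (SD, n = 3) in *Tas1r3*-/- mice, a log2 fold change of −2.44 (adjusted p = 0.0275). The RPKM of *Nfkb1* (chromosome 3) was 29.8 ± 3.02 (SD, n = 4) and 8.75 ± 0.782 (SD, n = 3). That of *Il18* (chromosome 9) was 21.2 ± 6.8 (SD, n = 4) and 2.02 ± 0.298 (SD, n = 3), with a log2 fold change of −2.98 (adjusted p = 0.0149). In each of the 3 genes, every *Tas1r3*+/+ library lay above every *Tas1r3*-/- library (two-sided exact permutation test, p = 0.029). Extended digits were present in 1, 5 and 2 of their values on the WD. The Reactome set of interleukin-1 signaling had a median log2 fold change of −0.07, with 26 of 41 genes lower (adjusted p = 0.0108; 0.00903 with fry and 0.0236 with an estimated correlation). The set of TRAF6-mediated NF-κB activation had a median of −0.07, with 12 of 16 genes lower (adjusted p = 0.0488), and the call did not hold in most of its 23 alternatives: it was lost in 11, and in 4 more the median changed sign. Among the losses were fry (adjusted p = 0.426), an estimated correlation (adjusted p = 0.667), the replicate block (adjusted p = 0.417) and sex as a covariate (adjusted p = 0.230). The call of the interleukin-1 set was lost in 5 of 23 alternatives. At a mean RPKM of at least 5, its median was −0.04 (adjusted p = 0.35), in males only −0.05 (adjusted p = 0.201) and without the transcripts with extended digits −0.06 (adjusted p = 0.116). It was −0.05 without the *Tas1r3*+/+ female 2 library (adjusted p = 0.0651) and −0.05 without the *Tas1r3*-/- female library (adjusted p = 0.0533).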

Meanwhile, the most enriched biological processes in Cluster 2, comprising downregulated genes in *Tas1r3*^*−/−*^ mice, were inflammatory response (*P* = 7.51E-06), NF-κB signaling (*P* = 6.84E-04), NOS2 signaling (*P* = 2.84E-03), and mTOR signaling (*P* = 8.32E-02) (Fig. 4f). 

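Over its diet and genotype comparisons of the ileum, the paper names 8 inflammatory genes. Its text names *Il18*, *Cxcl3*, *Cxcl9* and *Cxcl10* for the diets (Fig. 1d), in a separate series of mice, and not for the genotypes. Of the 8 genes, 7 were tested and 6 were lower in WD-fed *Tas1r3*-/- than in WD-fed *Tas1r3*+/+ mice. Their median log2 fold change was −1.76 (camera, adjusted p = 3.5e-16; 4.98e-04 with fry and 0.00196 with an estimated correlation). Adjusted over the list alone, 4 genes were called, and over all genes tested, 3 had an adjusted p under 0.05. Of the 7 genes, 5 carried extended digits. Without those genes, only *Cxcl9* and *Cxcl10* remained, with a median of −0.03, and the call was lost. Without only the transcripts with extended digits, *Il18* remained as well, and the median of the 3 genes was −0.10 (adjusted p = 0.0218). *Il6* had an RPKM of 16.2 ± 3.12 (SD, n = 4) in *Tas1r3*+/+ and 8.27 ± 2.89 (SD, n = 3) in *Tas1r3*-/- mice, a log2 fold change of −0.86 (adjusted p = 1; two-sided exact permutation test, p = 0.057). In 4 of the 8 pairs of columns with the same genotype and replicate number, the value of *Il6* on the ND was identical to that on the WD, and no other transcript had such a pair of equal values above 0.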

We confirmed that the absence of TAS1R3 significantly reduced inflammatory signaling. Moreover, GSEA plots revealed that mTOR signaling was significantly suppressed (Fig. 4g).

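For mTOR signaling, the Reactome set had a median log2 fold change of 0.01 between WD-fed *Tas1r3*-/- and *Tas1r3*+/+ mice, with 14 of 26 genes higher and 12 lower (adjusted p = 0.702). A list of 21 mTORC1 components and substrates had a median of 0.04, with 12 higher and 9 lower (adjusted p = 0.715). These are RNA levels of pathway members and do not measure phosphorylation, whereas the paper also reports less phosphorylated mTOR protein. The median of the Reactome set changed sign in 7 of the alternatives other than leaving out a library, and lay between −0.10 and 0.04 over all of them. Adjusted over the list alone, only *Mtor* was called. Its RPKM was 4.92 ± 1.18 (SD, n = 4) in *Tas1r3*+/+ and 2.4 ± 0.262 (SD, n = 3) in *Tas1r3*-/- mice, a log2 fold change of −0.78 (adjusted p = 0.707 over all genes; two-sided exact permutation test, p = 0.029). *Mtor* lies on chromosome 4 within 10 Mb of *Tas1r3*. Of the genes downstream of mTORC1 that the paper shows, *Hk2* had a log2 fold change of −1.01 (adjusted p = 0.719) and *Hif1a* of 0.90 (adjusted p = 1). Extended digits were present in 2 values of *Hk2* and in 10 of *Hif1a* on the WD, and *Mtor* had 4 such values outside the WD-fed groups.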

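*Lpin1* (ENSMUSG00000020593.15, chromosome 12) had an RPKM of 2.89 ± 1.18 (SD, n = 4) in WD-fed *Tas1r3*+/+ and 2.82 ± 0.883 (SD, n = 3) in WD-fed *Tas1r3*-/- mice, summed over its transcripts. The log2 fold change was 0.13 (standard error 0.26, adjusted p = 1; two-sided exact permutation test, p = 0.77), within the spread of the groups. Its sign changed without the *Tas1r3*+/+ female 2 library (−0.07) and without the *Tas1r3*-/- male 1 library (−0.06). The *Lpin1* transcript whose mean in these *Tas1r3*+/+ mice is that of the paper's Table S4 had an RPKM of 0.33 ± 0.213 (SD, n = 4) and 0.346 ± 0.127 (SD, n = 3). *Lpin1* carried no extended digits. The RPKM of Pparg-202 was 0.395 ± 0.3 in *Tas1r3*+/+ and 1.81 ± 0.713 in *Tas1r3*-/- mice, and that of Pparg-204 was 0.243 ± 0.0609 and 2.38 ± 0.841 (SD, n = 4 and n = 3). On the ND, the RPKM of *Pparg* was 3.37 ± 1.45 (SD, n = 4) in *Tas1r3*+/+ and 10.7 ± 1.6 (SD, n = 2) in *Tas1r3*-/- mice, a log2 fold change of 1.75 (adjusted p = 0.895; two-sided exact permutation test, p = 0.067).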

Among the genes encoding downstream mTOR components, *Lpin1* and *Pparg* were expressed at high levels in *Tas1r3*-deficient mice (Fig. 4h, i). 

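Over all genes tested, 0 of the 20 PPAR genes had an adjusted p under 0.05 on the WD, and adjusted over the list alone, 8 did. These were *Ppara*, *Pparg*, *Pck1*, *Cpt1a*, *Cpt2*, *Me1*, *Hif1a* and *Scd1*, all higher in *Tas1r3*-/- mice. Each of the 8 is among the 12 genes of the list with extended digits. The RPKM of *Pck1* was 5.36 ± 2.82 (SD, n = 4) in *Tas1r3*+/+ and 16 ± 4.35 (SD, n = 3) in *Tas1r3*-/- mice (two-sided exact permutation test, p = 0.057). That of *Cpt1a* was 21 ± 2.17 (SD, n = 4) and 35.2 ± 3.63 (SD, n = 3), and that of *Cpt2* 14.3 ± 3.34 (SD, n = 4) and 34.9 ± 0.881 (SD, n = 3). The differences in *Acsl1* (log2 fold change 0.30; two-sided exact permutation test, p = 0.34) and *Acadm* (log2 fold change −0.09; p = 0.71 by exact permutation) were within the spread of the groups, and those signs changed under other settings. *Adipoq* had an RPKM of 3.21 ± 1.75 (SD, n = 4) and 14.7 ± 15.5 (SD, n = 3), with overlapping groups; its log2 fold change of 1.83 was 0.99 without the *Tas1r3*-/- female library. The median of the list was 0.43 without the *Tas1r3*+/+ male 2 library and 0.44 without the *Tas1r3*-/- female library. Without the transcripts with extended digits, the log2 fold change of *Pck1* was −0.46 and that of *Cpt2* −0.29.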

GSEA confirmed that the expression of genes associated with the PPAR signaling pathway (*Pparg*, *Pck1*, *Acsl1*, *Cpt1a*, *Cpt2*, *Adopoq*, and *Acadm*) was significantly enriched in the set of DEGs between *Tas1r3*^*−/−*^ and *Tas1r3*^+*/*+^ mice fed the WD (FDR q < 0.01; Fig. 4j), suggesting that TAS1R3 functions as an important regulator of PPAR-γ signaling in the intestinal tract, due to its suppression of mTOR.

### TAS1R3 controls pro-inflammatory cytokine secretion by regulating the mTOR–PPARγ axis in EECs

To validate whether changes in the transcript levels of mTOR and PPARγ regulated by TAS1R3 deficiency were also present at the protein level, western blotting was performed. Consistently, intestinal PPARG protein was expressed at higher levels in *Tas1r3*^−/−^ mice than in *Tas1r3*^+/+^ control mice. Moreover, PPARG expression was decreased by WD intake in *Tas1r3*^+/+^ mice, whereas it remained significantly increased in *Tas1r3*^−/−^ mice (Fig. 5a–c). We found that reduced expression of phosphorylated mTOR (a modulator of PPARγ) occurred in conjunction with elevated PPARγ levels in *Tas1r3*^−/−^ mice (Fig. 5a, b), indicating a potential crosstalk between mTOR and PPARγ signaling.

**Fig. 5:**
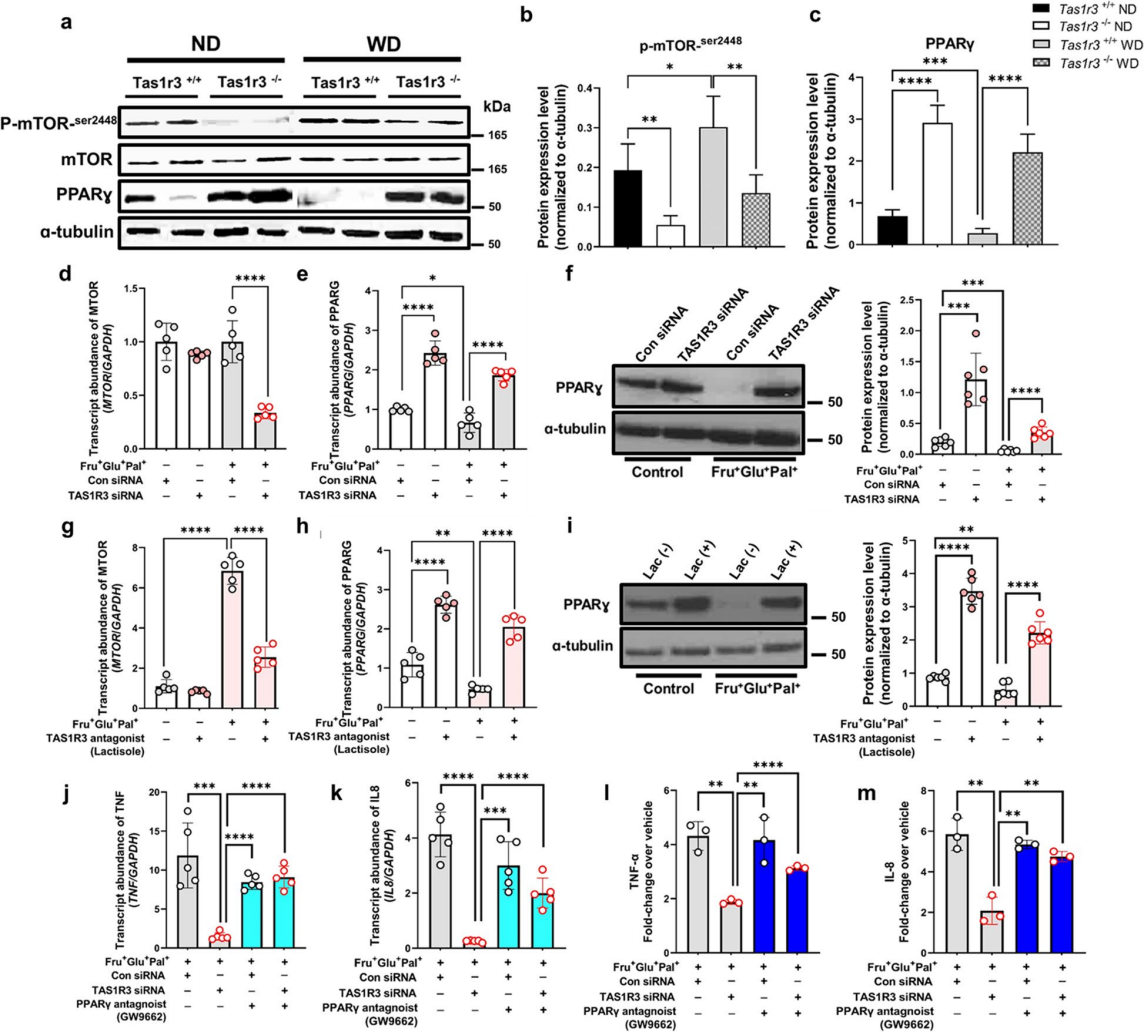
TAS1R3 controls pro-inflammatory cytokine production and secretion by regulating the mTOR–PPARγ axis. Western blotting of (**a**) phospho-mTOR, mTOR, and PPARγ expression in ND- and WD-fed *Tas1r3*^−/−^ and *Tas1r3*^+/+^ mice and (**b**) and (**c**) densitometric data (*n* = 6 mice/group). Representative images of at least three different blots and α-tubulin. **d–f** NCI-H716 cells were transfected with *TAS1R3* (10 nM) or scrambled control (10 nM) siRNA for 48 h and stimulated with or without fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 12 h. qRT-PCR analysis of (**d**) *MTOR* and (**e**) *PPARG* mRNA expression relative to *GAPDH* (*n* = 5/group). **g–i** NCI-H716 cells were pretreated with the TAS1R3 antagonist, lactisole (2.5 mM), for 30 min and stimulated with fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 12 h. qRT-PCR analysis of (**g**) *MTOR* and (**h**) *PPARG* mRNA expression relative to *GAPDH* (*n* = 5/group). **f** and **i** PPARγ protein abundance was assessed by western blotting (*n* = 6/group). Alpha-tubulin was used as the loading control. **j–m** NCI-H716 cells were transfected with *TAS1R3* (10 nM) or scrambled control (10 nM) siRNA for 48 h and stimulated with the PPARγ antagonist, GW9662 (10 μM), in the presence of fructose (10 mM), glucose (10 mM) and palmitate (10 μM) for 12 h. qRT-PCR analysis of (**j**) *TNFA* and (**k**) *IL8* mRNA expression relative to *GAPDH* (*n* = 5/group) and enzyme-linked immunosorbent assay of (**l**) TNF-α and (**m**) IL-8 protein abundance (*n* = 3/group). Data represent means ± standard errors of the mean of three to five independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 (one-way analysis of variance followed by Bonferroni post-hoc test). ND, normal diet; qRT-PCR, quantitative reverse transcription PCR; TAS1R3, taste receptor type 1 member 3; WD, Western diet

Next, we sought to determine whether TAS1R3 directly regulates the mTOR–PPARγ axis in vitro EECs (Fig. 5d–m). *MTOR* expression was significantly increased under the Fru^+^Glu^+^Pal^+^ condition and significantly decreased when *TAS1R3* expression was suppressed by siRNA or lactisole treatment (Fig. 5d, g). Additionally, *PPARG* mRNA and protein expression continuously increased following *TAS1R3* suppression, regardless of the nutritional condition (Fig. 5e–i).

PPARγ is expressed at high levels in the intestinal tract, and its activation inhibits the production of numerous inflammatory cytokines through its action on kinases and transcription factors, including NF-κB, c-Jun, and c-Fos [37, 38]. To investigate whether TAS1R3 induces the production and secretion of pro-inflammatory cytokines via PPARγ regulation, the increase in PPARγ signaling caused by *TAS1R3* suppression was blocked by the PPARγ antagonist, GW9662. Interestingly, the production and secretion of TNF and IL-8, which were reduced following TAS1R3 suppression, were rescued by GW9662 (Fig. 5j–m).

Taken together, these results suggest that TAS1R3 acts as an intrinsic regulator of PPARγ within EECs, thereby regulating the expression and secretion of pro-inflammatory cytokines.

### TAS1R3 deficiency alters the composition of the gut microbiome

The nuclear transcription factor, PPARγ, also exerts an anti-inflammatory effect by regulating the expression of genes encoding tight-junction proteins (TJPs) and antimicrobial peptides (AMPs) [39–41].

To confirm whether TAS1R3 deficiency alters PPARγ transcriptional activity, we screened the expression of PPARγ-regulated genes in vivo. Elevated expression of PPARγ by TAS1R3 deficiency resulted in a significant increase in the expression of TJP genes, including *Tjp3*, *Ocln*, *Cldn1*, and *Cldn7*, as well as AMP genes, including *Reg3g*, *Lyz1*, *Defa2*, and *Defa3*, all of which are regulated by PPARγ (Fig. 6a, b). 

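The paper's section on Fig. 6a, b and its legend do not name the assay, whereas the abstract attributes the rise of TJP and AMP genes to the intestinal transcriptome. Some values of the supplementary table for these panels equal the mean, minimum and maximum of deposited transcript values, so the RNA-seq values of these genes are given here. On the WD, *Ocln* had an RPKM of 10.9 ± 3.45 (SD, n = 4) in *Tas1r3*+/+ and 27.4 ± 6.64 (SD, n = 3) in *Tas1r3*-/- mice (log2 fold change 1.43, adjusted p = 1). *Cldn7* had an RPKM of 316 ± 45 (SD, n = 4) and 769 ± 31.5 (SD, n = 3), a log2 fold change of 1.41 (adjusted p = 0.179). *Cldn1* was below the filter, with an RPKM of 0.315 ± 0.227 (SD, n = 4) in *Tas1r3*+/+ and 0.221 ± 0.123 (SD, n = 3) in *Tas1r3*-/- mice. Among the AMP genes, *Reg3g* had an RPKM of 1121 ± 408 (SD, n = 4) and 6646 ± 2092 (SD, n = 3), a log2 fold change of 2.71 (adjusted p = 0.484). The log2 fold change was 1.91 for *Lyz1*, 1.82 for *Defa2* and 1.18 for *Defa3*, each with an adjusted p of 1 over all genes. As deposited, the values of *Tas1r3*-/- mice lay above those of *Tas1r3*+/+ mice without overlap in all 7 genes tested, including *Tjp3*. By chance, 4 and 3 libraries separate without overlap in 5.71% of genes. Adjusted over the list alone, 3 of 3 TJP genes and 4 of 4 AMP genes were called, and the direction held in each alternative in which it could be tested; without the transcripts with extended digits, only *Defa2* could. Of the 7 genes, 6 carried extended digits, all except *Defa2*. From the pathway results in WD-fed mice, the paper proposes that TAS1R3 regulates PPARγ signaling through mTOR, and it states that the rise of PPARγ in *Tas1r3*-/- mice increased the expression of these TJP and AMP genes.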

Consistently, the intestinal tight junction proteins Occludin and Claudin-1 were expressed at higher levels in *Tas1r3*^−/−^ mice than in *Tas1r3*^+/+^ control mice (Fig. 6c, d). These gut barrier proteins were decreased by WD intake in *Tas1r3*^+/+^ mice, whereas they remained significantly increased in *Tas1r3*^−/−^ mice.

**Fig. 6:**
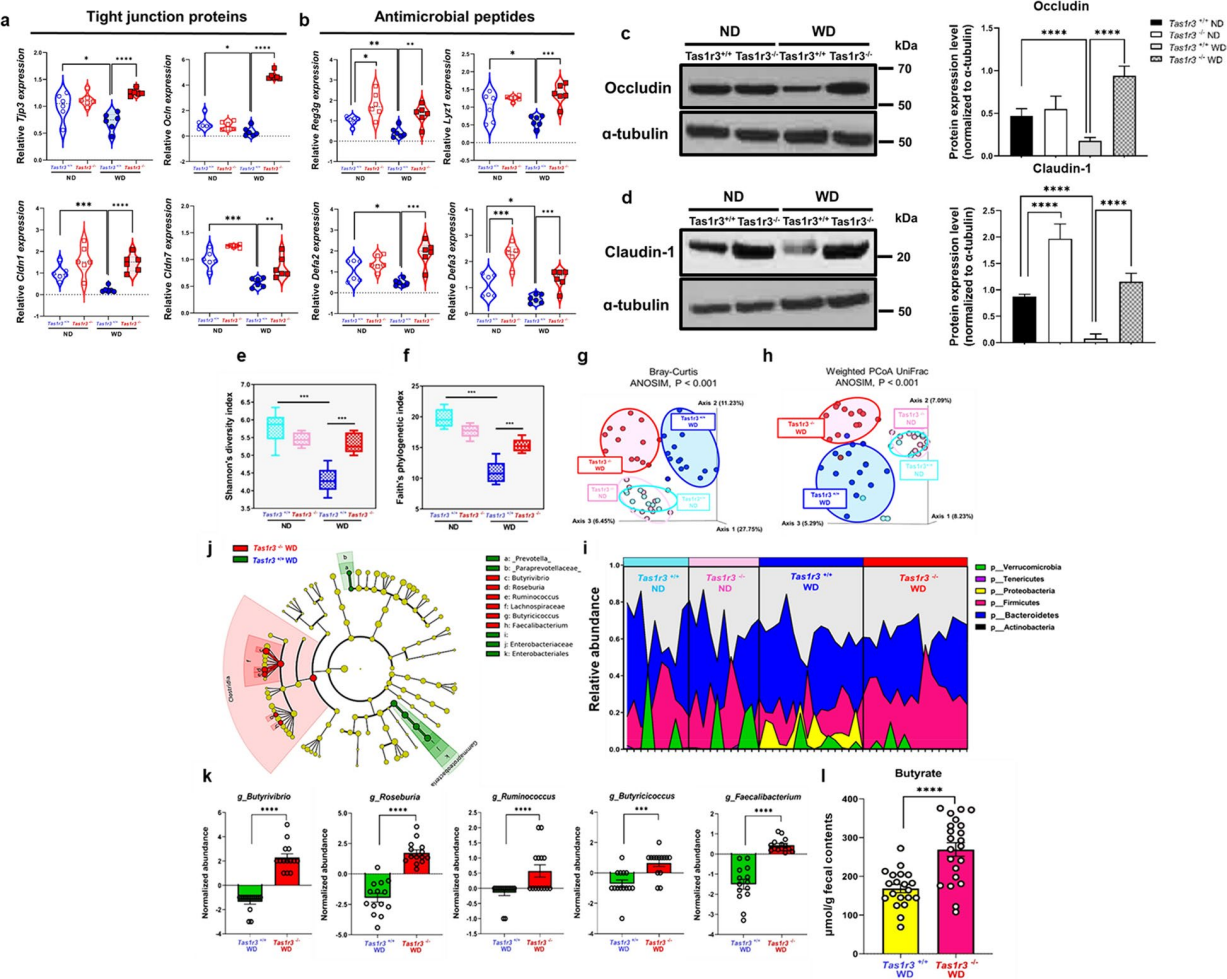
TAS1R3 deficiency alters the gut microbiota composition and increases the abundance of butyrate-producing bacteria.** a** and **b** mRNA expression of PPARγ-target genes (TJPs: *Tjp3*, *Ocln*, *Cldn1*, and *Cldn7*; AMPs: *Reg3g*, *Lyz1*, *Defa2*, and *Defa3*) in the small intestine (*n* = 6 mice/group). Western blotting of (**c**) Occludin and (**d**) Claudin-1 expression in ND- and WD-fed *Tas1r3*^−/−^ and *Tas1r3*^+/+^ mice and densitometric data (*n* = 6 mice/group). **e–h** Effects of TAS1R3 deficiency on the α- and β-diversity of the gut microbiota (*n* = 10–14 mice/group). **e** and **f** Changes in intestinal bacterial community diversity, determined by Shannon’s and Pielou’s indices. **g** and **h** Three-dimensional PCA based on Bray − Curtis and weighted UniFrac distances between all samples. Each circle represents an individual mouse. Significance was tested using PERMANOVA. **i** Relative abundance of bacterial phyla. Each color represents the relative abundance of a specific phylum in each sample (*n* = 10–14 mice/group). Only phyla with a mean relative abundance of > 0.1% are shown. **j** Comparison of bacterial community composition between WD-fed *Tas1r3*^−/−^ and *Tas1r3*^+/+^ mice. Taxonomic cladogram generated from linear discriminant analysis effect size analysis of gut microbial 16S rRNA sequencing data. Taxa meeting a linear discriminant analysis threshold of > 2 and *P* < 0.01 are shown. **k** Relative abundance of genera differentially detected between the groups (*n* = 14 mice/group). **l** Fecal butyrate levels (μM/g wet weight) in WD-fed *Tas1r3*^−/−^ and *Tas1r3*^+/+^ mice, assessed by gas chromatography-mass spectrometry (*n* = 20 mice/group). Data represent means ± standard errors of the mean. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 (analysis of variance followed by Bonferroni post-hoc test or unpaired Student’s *t*-test). AMP, antimicrobial peptide; PCA, principal coordinate analysis; TAS1R3, taste receptor type 1 member 3; TJP, tight-junction protein; WD, western diet

The upregulation of both TJPs and AMPs in *Tas1r3*^*−/−*^ mice prompted us to investigate how TAS1R3 deficiency affects the gut microbial community structure. To this end, we performed high-throughput sequencing analysis of 16S rRNA in fecal bacterial DNA isolated from *Tas1r3*^*−/−*^ mice and wild-type littermate controls fed the ND or WD. The α-diversity analysis showed that WD significantly reduced species richness in *Tas1r3*^+*/*+^ mice. However, no changes in α-diversity were observed in *Tas1r3*^*−/−*^ mice between WD and ND (Fig. 6e, f). The β-diversity of the microbial population was also significantly altered in the WD-fed groups, reflected by distinct clustering patterns in the principal coordinate analysis (PCoA) plots (Fig. 6g, h), whereas ND-fed *Tas1r3*^*−/−*^ and *Tas1r3*^+*/*+^ mice exhibited similar profiles, suggesting that TAS1R3 significantly altered the gut microbiota composition in the context of WD intake.

At the phylum level, the relative abundance of Proteobacteria, a characteristic feature of IBD in mice and humans [42], was significantly high in WD-fed *Tas1r3*^+*/*+^ mice compared to that in ND-fed *Tas1r3*^+/+^ mice (Fig. 6i). Linear discriminant analysis effect size analysis further revealed that abundances of major discriminators, such as Paraprevotellaceae, *Prevotella*, Enterobacteriaceae, and Enterobacteriales, which are well-known pathobionts implicated in irritable bowel syndrome and IBD [43], were significantly higher in WD-fed *Tas1r3*^+*/*+^ mice (Fig. 6j). These results indicate that long-term WD intake enhances the expansion of IBD-related pathobionts.

In contrast, the relative abundance of Firmicutes was markedly high in WD-fed *Tas1r3*^*−/−*^ mice compared to that in WD-fed *Tas1r3*^+/+^ mice (Fig. 6i). This enrichment was further confirmed for Firmicutes subclades using a phylogenetic cladogram (Fig. 6j). TAS1R3 deficiency significantly enhanced the relative abundance of Lachnospiraceae, *Butyrivibrio*, *Roseburia*, *Ruminococcus*, *Butyricicoccus*, and *Faecalibacterium* (all the Clostridia; Fig. 6k); these bacteria all contributed to the increased abundance of Firmicutes in WD-fed *Tas1r3*^*−/−*^ mice. Importantly, the latter five genera are obligate anaerobic butyrate-producers [44]. Butyrate is the major end-product of bacterial fermentation and regulates gut inflammation by maintaining intestinal mucosal integrity [45]. Given that TAS1R3 deficiency significantly increased the proportion of butyrate-producing Clostridia compared to that in WD-fed *Tas1r3*^+/+^mice, we performed gas chromatography–mass spectrometry to quantify fecal butyrate. Butyrate content was significantly higher in WD-fed *Tas1r3*^*−/−*^ than in *Tas1r3*^+*/*+^ mice (Fig. 6l). These results indicate that TAS1R3 deficiency alters the composition of the gut microbiome by increasing the abundance of butyrate-producing bacteria, which may improve intestinal mucosal integrity and contribute to the maintenance of intestinal homeostasis.

### Host *Pparg* expression positively correlates with the abundance of obligate anaerobic butyrate-producing bacteria

To determine whether the increased abundance of butyrate-producing bacteria in WD-fed *Tas1r3*^*−/−*^ mice was associated with the increase in host PPARγ expression, we performed host-microbial correlation analysis. Host *Pparg* expression was positively correlated with the abundance of dominant obligate anaerobic butyrate-producing taxa that had exhibited altered abundance in WD-fed *Tas1r3*^*−/−*^mice (Fig. 7a).

**Fig. 7:**
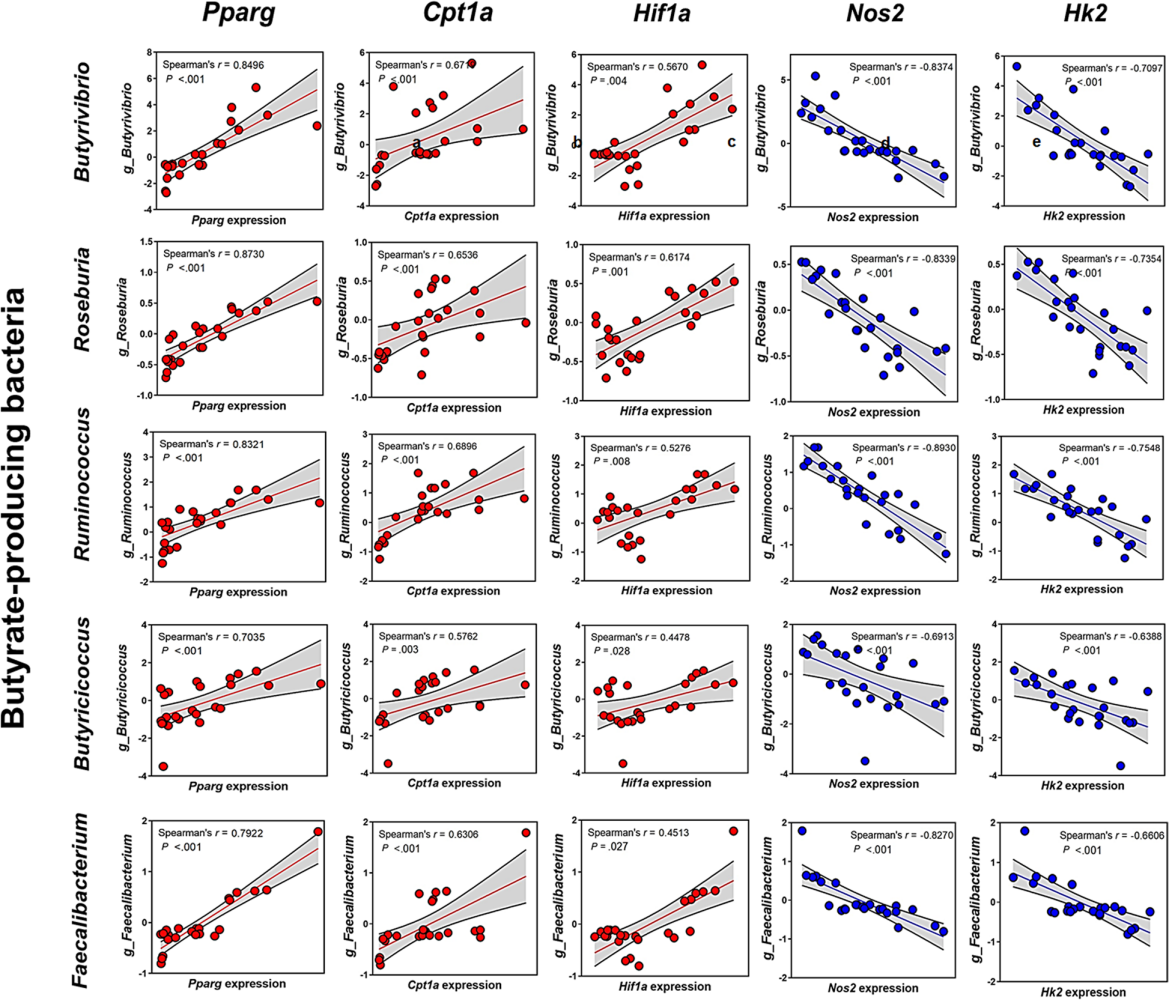
Crosstalk between host intestinal PPARγ signaling-related genes and obligate anaerobic butyrate-producing gut microbes. Interactions between host intestinal (**a**) *Pparg*, (**b**) *Cpt1a*, (**c**) *Hif1a*, (**d**) *Nos2*, and (**e**) *Hk2* and obligate anaerobic butyrate-producing bacteria (*Butyrivibrio*, *Roseburia*, *Ruminococcus*, *Butyricicoccus*, and *Faecalibacterium*) (*n* = 6 mice/group). Red and blue points indicate positive and negative correlations, respectively; all correlations shown are significant

As intestinal PPARγ signaling plays a role in limiting oxygen bioavailability in the gut lumen [46, 47], in addition to serving as a transcription factor, we conducted further Spearman correlation analyses. The expression levels of *Cpt1a* (a major β-oxidation marker) and *Hif1a* (a marker of hypoxia) were significantly and positively correlated with the dominant obligate anaerobic butyrate-producing bacteria, whereas the expression levels of *Nos2* (an indicator of aerobic glycolysis) and *Hk2* (a key mediator of aerobic glycolysis) were significantly and negatively correlated with the abundance of the dominant obligate anaerobic butyrate-producing bacteria (Fig. 7b–e).

### TAS1R3 promotes intestinal inflammation in patients with IBD and mice with colitis

To investigate the clinical relevance of our findings, we compared the gene expression profiles of intestinal biopsies between patients with (*n* = 204) and without (*n* = 74) IBD from the publicly available Gene Expression Omnibus database (Fig. 8a). As shown in the PCA plot (Fig. 8b), the intestinal gene expression profiles of patients with and without IBD were clearly distinguishable. Among the 1,697 upregulated DEGs (FDR *P* < 0.001) in patients with IBD, *TAS1R3* expression was increased in the intestinal tract (Fig. 8c, d), as was the expression of *TNFA*, *IL1B*, and *IL8* (Fig. 8c). Moreover, the expression of *MTOR* was upregulated (Fig. 8e), whereas that of *PPARG* was downregulated in the intestines of patients with IBD (Fig. 8f). Intestinal *TAS1R3* expression in patients with IBD was significantly and positively correlated with *MTOR* expression, and negatively correlated with *PPARG* expression (Fig. 8g, h). Furthermore, higher intestinal *TAS1R3* expression correlated with a higher abundance of IL-1β, IL-8, and TNF-α (Fig. 8i–k).

**Fig. 8:**
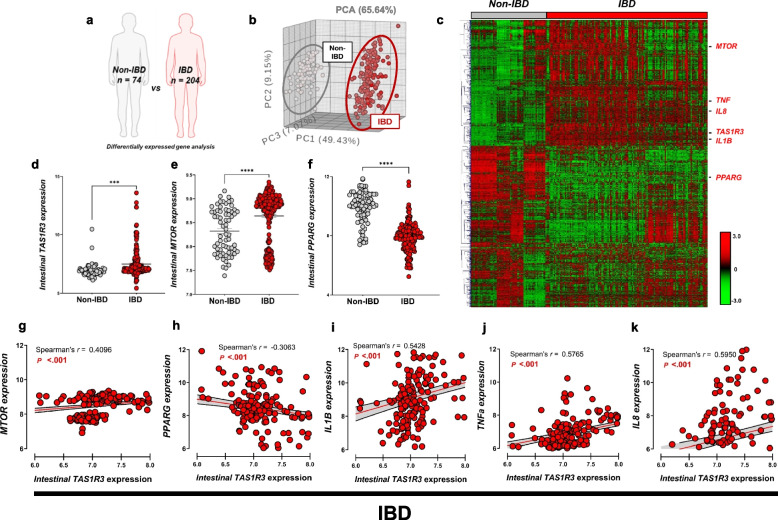
TAS1R3 promotes intestinal inflammation in patients with IBD. **a** Transcriptome meta-analysis. Only datasets preprocessed and normalized in one step were used (GSE160804/GSE126124/GSE95095/GSE75214/GSE53306). **b** PCA of intestinal biopsy transcriptomes from patients with and without IBD. Grey and red points represent individual IBD (*n* = 204) and non-IBD (*n* = 74) samples, respectively. **c** Hierarchical clustering and heatmap of up- and downregulated genes. A total of 1,697 significantly DEGs were identified (unpaired Student’s *t*-test; FDR *P* < 0.001). **d** *TAS1R3*, **e** *MTOR*, and **f** *PPARG* mRNA expression in intestinal biopsies from patients with (*n* = 204) and without IBD (*n* = 74). Spearman’s correlation analysis of associations between intestinal *TAS1R3* mRNA expression and that of **g** *MTOR* and **h** *PPARG*, as well as pro-inflammatory cytokines: **i** *IL1B*, **j** *TNFa*, and **k** *IL8*. All correlations shown are significant. Data are expressed as means ± standard errors of the mean. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 (unpaired Student’s *t*-test). DEF, differentially expressed gene; FDR, false discovery rate; IBD, inflammatory bowel disease; PCA, principal coordinate analysis

We also assessed the effects of *Tas1r3* deficiency on the development of intestinal inflammation in a DSS-induced colitis mouse model. *Tas1r3*^*−/−*^ mice and *Tas1r3*^+*/*+^ control mice were administered 2% DSS in their drinking water for 7 days. The daily water intake did not significantly differ between groups. However, *Tas1r3*^+*/*+^ mice exhibited accelerated and severe weight loss compared to *Tas1r3*^*−/−*^ mice, during DSS administration (see Additional file 4: Fig. S3a). The disease activity indices of *Tas1r3*^+*/*+^ mice, including severe diarrhea and intestinal bleeding, were significantly higher (see Additional file 4: Fig. S3b), and the colon length substantially shorter, than those of *Tas1r3*^*−/−*^ mice (see Additional file 4: Fig. S3c). DSS caused severe small and large intestinal tissue damage and significantly higher inflammation scores in *Tas1r3*^+*/*+^ mice than in *Tas1r3*^*−/−*^ mice (see Additional file 4: Fig. S3d, e). After 7 days of DSS treatment, a marked increase in immune cell infiltration was observed, with a significant increase in the total number of intestinal leukocytes in the small and large intestines of *Tas1r3*^+*/*+^ mice compared with *Tas1r3*^*−/−*^ mice (see Additional file 4: Fig. S3f, g).

Taken together, these findings indicate that the severity of DSS-induced colitis was significantly decreased in *Tas1r3*^*−/−*^ mice, suggesting that TAS1R3 deficiency alleviates intestinal inflammation.

## Discussion

In this study, we extensively analyzed the role of taste receptor TAS1R3 in bowel tissue inflamed by prolonged ingestion of WD. Our results showed that the nutrient-sensing intestinal receptor, TAS1R3, is a key modulator of host-gut microbial interactions, ultimately regulating intestinal inflammation (see Additional file 5: Fig. S4).

In contrast to chemosensory tuft cells, which sense parasite- or metabolite-derived ligands and modulate the immune system in response [19, 20, 47, 48], EECs are key chemosensory cells that directly sense nutrient ligands and exhibit spatial heterogeneity with tuft cells. Herein, we found that EECs express TAS1R3 and directly recognize endogenous nutrient ligands to regulate the secretion of pro-inflammatory molecules, suggesting that they serve as key agents in the pathogenesis of IBD. Indeed, one of our primary findings is that nutrients, rather than microorganisms, directly prompt EECs to secrete cytokines via nutrient-sensing TRs. Moreover, although TAS1R3 ligands in the oral cavity were previously considered to only be sweet molecules [33], herein we provide evidence that intestinal TAS1R3 responds to dietary fat as well. Furthermore, we demonstrate that robust pro-inflammatory cytokines secreted in EECs via TAS1R3 activation by nutrient binding can ultimately attract multiple inflammatory cells, thereby worsening intestinal inflammation. Consistent with this, pro-inflammatory cytokines, such as TNF, are key targets for IBD therapy [49]. New agents that target cytokines, or their signaling cascades, are currently being tested in clinical trials, suggesting that cytokine blockade is a promising approach for IBD therapy. Thus, our findings may have important applications for IBD management.

WD intake promotes the expansion of pro-inflammatory pathogenic gut bacteria, ultimately leading to gut dysbiosis [50]. Here, we found that at the phylum level, the relative abundance of Proteobacteria, which is expanded in mouse and human IBD [42], was significantly high in WD-fed wild-type (*Tas1r3*^+*/*+^) mice compared to that in ND-fed *Tas1r3*^+/+^ mice. Moreover, the abundance of major discriminators (well-known pathobionts associated with irritable bowel syndrome and IBD) [51, 52], significantly increased. Hence, long-term WD intake enhances the expansion of IBD-associated pathobionts, consistent with our model of WD-induced intestinal inflammation. In contrast, WD-induced gut dysbiosis did not occur in *Tas1r3*-deficient mice with increased PPARγ as a downstream target. Elevated PPARγ expression induced by TAS1R3 deficiency may protect against gut dysbiosis through two main mechanisms: (1) driving β-oxidation, leading to the expansion of obligate anaerobic butyrate-producing bacteria, by maintaining a hypoxic state, with obligate anaerobic butyrate-producing bacteria suppressing the dysbiotic expansion of facultative anaerobic pathogenic bacteria by competing for oxygen; and (2) directly regulating the mTOR–PPARγ axis in the intestine, by an intrinsic mechanism, reflected by the markedly increased abundance of intestinal PPARγ in ND-fed *Tas1r3*-deficient mice, which may protect against dysbiosis by strengthening gut barrier function. Overall, our results indicate that gut TAS1R3 is an intrinsic regulator of intestinal inflammation and constitutes a central mechanism for controlling intestinal crosstalk with the gut microbiota.

PPARγ regulates intestinal inflammation [53–55]. Another novel finding of this study is the identification of PPARγ as a downstream target regulated by TAS1R3 deficiency. Genetic ablation of PPARγ results in increased susceptibility to experimental colitis in mice, supporting its anti-inflammatory properties [54]. In contrast, PPARγ signaling agonists, such as rosiglitazone, attenuate the severity of inflammatory lesions in both experimental and spontaneous models of colitis [55]. Although the anti-inflammatory mechanism of PPARγ remains unclear, findings from previous studies suggest the following: (i) PPARγ activation inhibits the production of numerous inflammatory cytokines, through its action on kinases and transcription factors, such as NF-κB, c-Jun, and c-Fos [37, 38, 56]; (ii) PPARγ agonists enhance barrier function by upregulating tight-junction molecules in gastrointestinal epithelial cells and maintaining intestinal mucosal integrity [39, 57, 58]; and (iii) PPARγ may exert key antimicrobial effects, by activating AMP production, including intestinal α- and β-defensins [40, 41]. Consistent with these mechanisms, we found that *Tas1r3*-deficient mice exhibited increased expression of intestinal PPARγ, leading to significantly increased expression of TJPs, and several AMPs, along with decreased expression of pro-inflammatory cytokines (TNF-α, IL-1β, IL-6, and IL-8). Furthermore, PPARγ inhibition via GW9662 in TAS1R3 knockdown cells rescued the secretion of pro-inflammatory cytokines induced by the blockade of TAS1R3. Thus, *TAS1R3* deficiency plays an important role in regulating the inflammatory response through PPARγ. In turn, PPARγ-dependent processes, through which TAS1R3 mediates its effects, may alleviate intestinal inflammation.

The regulation of intestinal PPARγ expression and host intestinal-microbial interactions are also closely linked [59]. PPARγ drives the energy metabolism of intestinal epithelial cells towards β-oxidation and enhances oxygen consumption while suppressing iNOS synthesis. Therefore, PPARγ signaling leads to decreased oxygen bioavailability in the gut lumen [46]. In a hypoxic environment, the gut microbiota is dominated by obligate anaerobic bacteria, further limiting the generation of host-derived nitrogen and oxygen, preventing dysbiotic expansion of potentially pathogenic facultative anaerobic bacteria by competing for oxygen, resulting in the maintenance of healthy gut homeostasis [47]. Conversely, inhibition of epithelial PPARγ signaling leads to metabolic reorientation of enterocytes towards aerobic glycolysis rather than β-oxidation, increasing epithelial oxygenation and elevating oxygen bioavailability to promote the expansion of facultative anaerobic bacteria [47]. Accordingly, we confirmed that prolonged exposure to a WD resulted in the expansion of facultative pathogenic anaerobic bacteria, such as *Enterobacteriaceae* and *Prevotellaceae*, in low PPARγ-expressing *Tas1r3*^+*/*+^ mice. However, *Tas1r3*-deficient mice, with high PPARγ expression, harbored predominantly obligate anaerobic bacteria, even with the consumption of WD.

The drive towards β-oxidation, reinforced through PPARγ signaling under TAS1R3 deficiency, was positively correlated with the abundance of obligate anaerobic bacteria, such as butyrate-producing bacteria. Thus, epithelial hypoxia occurring consequent to host PPARγ expression maintains anaerobiosis in the gut to support the dominance of butyrate-producing bacteria. Moreover, luminal butyrate functions as a major driver of the PPARγ-dependent transcriptional response in intestinal epithelial cells [46], constituting a positive feedback loop that substantially amplifies the protective effects against intestinal inflammation [60, 61]. Our findings show that TAS1R3 acts as a coordinating hub for host enteric defense through crosstalk between bacteria and intestinal epithelial cells.

In humans, reduced PPARγ expression in intestinal epithelial cells is a hallmark of IBD [62, 63]. However, the mechanism underlying this reduction remains poorly understood. Here, we report the co-occurrence of increased TAS1R3 and reduced PPARG expression in intestinal biopsies of patients with IBD. These clinical data are consistent with our animal model findings. In addition to the WD-induced inflammation model, *Tas1r3* deficiency suppressed intestinal inflammation in a DSS-induced colitis model. This is a widely used model exhibiting several characteristics of human IBD [23]. Therefore, our findings provide strong evidence that TAS1R3 contributes to IBD in humans and mice.

We also found that *Tas1r3*-deficient mice had significantly lower mTOR activity in the intestinal tract than wild-type mice, following the consumption of WD. Notably, low nutrient conditions suppress mTORC1, leading to increased rates of catabolic processes [64, 65]. The absence of the nutrient-sensing TR, TAS1R3, may induce a nutrient-starvation-causing scenario. Thus, despite nutrient replete conditions (i.e., prolonged WD), *TAS1R3*-knockout enhanced catabolism, because of the perceived starvation. This assumption is supported by the upregulation of mRNAs encoding the catabolic markers, Lipin1 and PPARγ, within the repressed mTOR signaling pathway. That is, inhibition of mTOR induces Lipin1 activation, thereby activating PPARγ, which inhibits lipogenesis and drives intracellular metabolism towards β-oxidation [66, 67]. This was consistently observed in *Tas1r3*-deficient mice; thus, TAS1R3 likely acts as a nutrient sensor that conveys early signals regarding nutrient availability to the energy-sensing component of mTOR.

A focus of this study was to assess the role of environmental factors in etiology of IBD. Our animal model findings confirmed that the consumption of a WD is a major trigger of intestinal inflammation, with gut-expressed TAS1R3 representing a key target of WD-induced inflammation. However, although intestinal TAS1R3 expression was markedly increased in patients with IBD, we did not determine whether WD intake directly increased TAS1R3 expression, due to the absence of dietary records. Further studies are needed to analyze habitual dietary patterns to better assess the associations between WD components and TAS1R3 overactivation in patients with IBD. Particularly, the expression of TAS1R3 as a function of WD intake should be monitored in patients during the pre-IBD to IBD transition. Furthermore, it might be needed for future work to look at how microbial changes in *Tas1r3*-deficient mice can affect colitis susceptibility by transferring altered microbial contents to germ-free or antibiotic mice.

## Conclusions

Intestinal *Tas1r3* deficiency modulates the response to luminal dietary stimuli via the transcription factor PPARγ, which regulates intestinal mucosal defense. These host defense mechanisms interact closely with butyrate-producing gut microbiota. Finally, the mRNA expression of TAS1R3 and PPARγ is aberrantly regulated in patients with IBD. A key finding of our study is that nutrient molecules, rather than microorganisms, directly prompt EECs to secrete cytokines via nutrient-sensing TRs. Moreover, TAS1R3 may be a key regulator of diet-induced interactions between the host and gut microbiome. Considering that membrane receptors are readily accessible to drugs, TAS1R3 may be a valuable therapeutic target for IBD. These findings provide a foundation for determining the undesirable effects of WD on intestinal inflammation and new insights into the development of strategies aimed at preventing and managing IBD.

## Supplementary Information

**Additional file 1: Table S1.** siRNA target sequences. **Table S2.** RT-PCR primers. **Table S3.** List of transcriptome datasets retrieved from publicly available Gene Expression Omnibus. **Table S4.** Descriptive statistics.

**Additional file 2: Figure S1.** The effect of inhibition of TAS1R3 by siRNA transfection and antagonist on pro-inflammatory cytokine expression in EECs.

**Additional file 3: Figure S2.** Comparison of caloric intake of Tas1r3−/− and Tas1r3+/+ mice fed WD or ND for 10 weeks ad libitum.

**Additional file 4: Figure S3.** The effect of TAS1R3 deficiency on intestinal inflammation in a murine DSS-colitis model.

**Additional file 5: Figure S4.** Schematic depicting the roles of TAS1R3 in the intestinal inflammation.

**Additional file 6.** Uncropped western blot figures.

## Data Availability

The raw transcriptome datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository (accession numbers GSE140972 and GSE190059) and the raw gut microbiota datasets generated during the current study are available in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) (accession number PRJNA784369) repositories. All data relevant to the study are included in the article or uploaded as online supplementary information.

## Abbreviations

AMP: Antimicrobial peptide
DSS: Dextran sulfate sodium
DEG: Differentially expressed gene
EEC: Enteroendocrine cell
FDR: False discovery rate
GLP-1: Glucagon-like peptide 1
GSEA: Gene set enrichment analysis
IBD: Inflammatory bowel disease
IL: Interleukin
MCP-1: Monocyte chemoattractant protein-1
ND: Normal diet
PCA: Principal component analysis
PCoA: Principal coordinate analysis
RNA-seq: RNA sequencing
TAS1R3: Taste receptor type 1 member 3
*Tas1r3*^+^^*/*^^+^: Wild-type littermate control
*Tas1r3*^*–/–*^: *Tas1r3*-Knockout
TJP: Tight-junction protein
TNFα: Tumor necrosis factor-alpha
TR: Taste receptor
WD: Western diet

# Supplementary material for: Gut taste receptor type 1 member 3 is an intrinsic regulator of Western diet-induced intestinal inflammation
**Source:** BMC Med. 2023 Apr 28;21:165. doi: 10.1186/s12916-023-02848-0
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. siRNA target sequences. Table S2. RT-PCR primers. Table S3. List of transcriptome datasets retrieved from publicly available Gene Expression Omnibus. Table S4. Descriptive statistics.

**Table S1.** **siRNA target sequences.**

| **Target gene** | **Sense** | **Antisense** |
| --- | --- | --- |
| **Human *TAS1R3*** | CUGUCUACGCAGCUGUGUA | UACACAGCUGCGUAGACAG |

**Table S2. RT-PCR primers.**

| **Gene** | **Forward primer sequence**  **(5′–3′)** | **Reverse primer sequence**  **(5′–3′)** |
| --- | --- | --- |
| **Mouse *Gapdh*** | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA |
| **Mouse *Tas1r3*** | TGCTGCCTACTGCAACTACAC | CCGGTCACTTAGCCGATCC |
| **Mouse *Il1b*** | CTGTGACTCATGGGATGATGATG | CGGAGCCTGTAGTGCAGTTG |
| **Mouse**  ***Il6*** | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| **Mouse**  ***Tnf*** | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG |
| **Human *GAPDH*** | CCACTCCTCCACCTTTGACG | CCACCACCCTGTTGCTGTAG |
| **Human *TAS1R3*** | CACCAGACGTTCTCTGTCTACG | CTGAGGCGTTGCACTGAAGA |
| **Human *GCG*** | CTGAAGGGACCTTTACCAGTGA | CCTGGCGGCAAGATTATCAAG |
| **Human *IL1B*** | ATGATGGCTTATTACAGTGGCAA | GTCGGAGATTCGTAGCTGGA |
| **Human *IL6*** | CCTGAACCTTCCAAAGATGGC | TTCACCAGGCAAGTCTCCTCA |
| **Human**  ***IL8*** | ATGACTTCCAAGCTGGCCGTGGCT | TCTCAGCCCTCTTCAAAAACTTCTC |
| **Human *TNF*** | GAGGCCAAGCCCTGGTATG | CGGGCCGATTGATCTCAGC |
| **Human *CCL2***  **(*MCP1*)** | GCTCAGCCAGATGCAATCA | TTTGCTTGTCCAGGTGGTC |

**Table S3.** **List of transcriptome datasets retrieved from publicly available Gene Expression Omnibus.**

| **Study title** | **GEO**  **accession number** | **Reference** |
| --- | --- | --- |
| Integrated analysis of DNA methylation and gene expression profiles identified S100A9 as a potential biomarker in ulcerative colitis | GSE160804 | Su S et al., 2020 |
| Concordance between gene expression in peripheral whole blood and colonic tissue in children with inflammatory bowel disease | GSE126124 | Palmer NP et al., 2019 |
| Differential Gene Expression between involved and uninvolved sites of Crohn’s disease: Insights into a Distinctive Pathogenesis Profile | GSE95095 | Zhao X, 2019 |
| Mucosal gene expression profiling in patients with inflammatory bowel disease study | GSE75214 | Vancamelbeke M et al., 2017 |
| Differential Gene Expression between Active and Quiescent Stages of Ulcerative Colitis: Insights into a Distinctive Pathogenesis Profile | GSE53306 | Zhao X et al., 2015 |

**Table S4. Descriptive statistics.**

# Supplementary material for: Gut taste receptor type 1 member 3 is an intrinsic regulator of Western diet-induced intestinal inflammation
**Source:** BMC Med. 2023 Apr 28;21:165. doi: 10.1186/s12916-023-02848-0
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. The effect of inhibition of TAS1R3 by siRNA transfection and antagonist on pro-inflammatory cytokine expression in EECs.

**
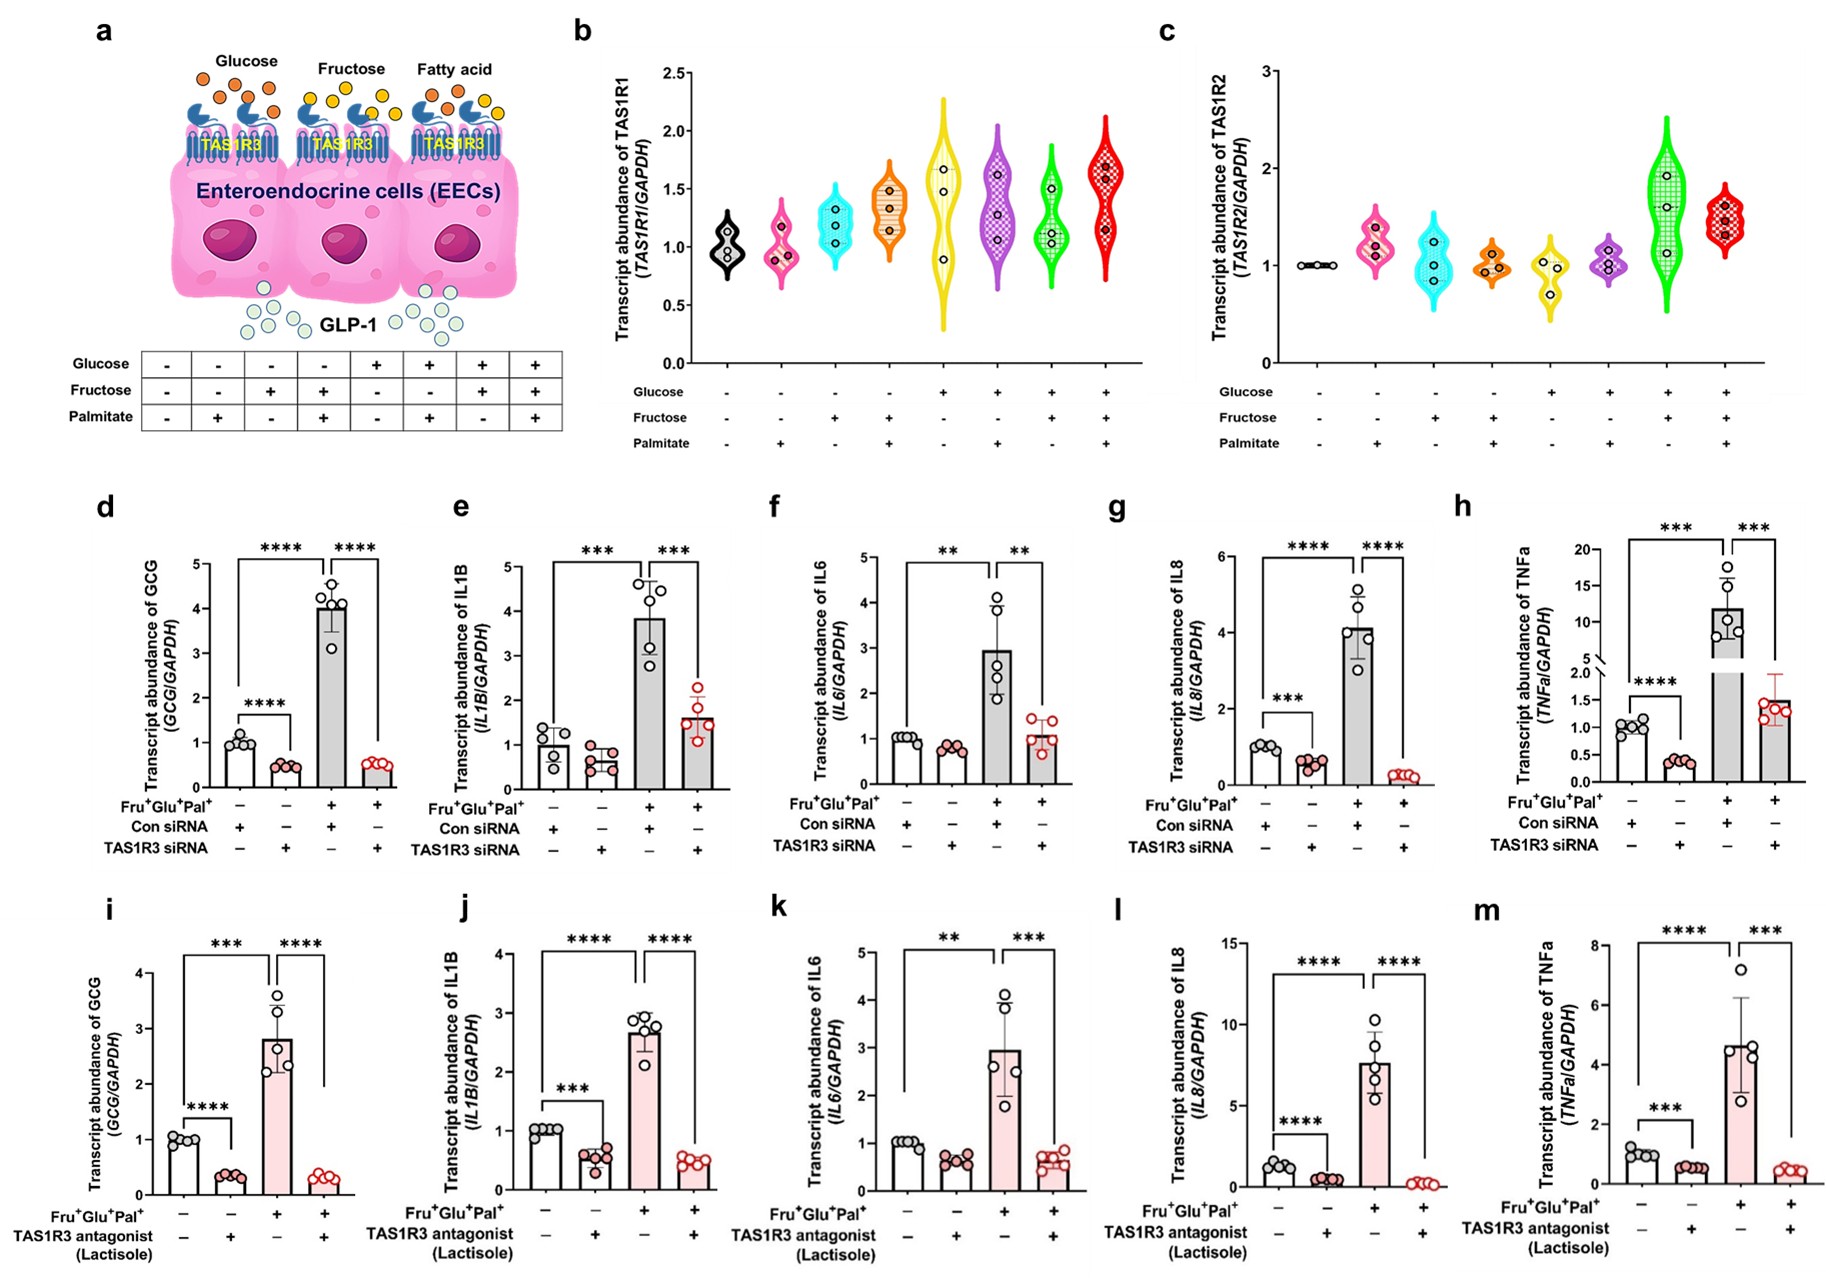
**

**Fig. S1. Inhibition of TAS1R3 by siRNA transfection and antagonist downregulates pro-inflammatory cytokine expression in EECs. (a)** Schematic depicting how TAS1R3 may regulate GLP-1 secretion with nutrient ligand stimuli in EECs. **(b)** and **(c)** qRT-PCR analysis of relative intestinal mRNA expression of *TAS1R1* and *TAS1R2* in NCI-H716 cells after 12 h of treatment with individual or combined glucose, fructose, and palmitate to activate their receptor. **(d–h)** NCI-H716 cells were transfected with TAS1R3 (10 nM) or scrambled control (10 nM) siRNA for 48 h and then stimulated with or without fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 12 h. mRNA expression of **(d)** *GLP1*, **(e)** *IL1B*, **(f)** *IL6*, **(g)** *IL8*, and **(h)** *TNFɑ* in EECs was measured by qRT-PCR. **(i–m)** NCI-H716 cells were pretreated with the TAS1R3 antagonist, lactisole (2.5 mM), for 30 min and then stimulated with or without fructose (10 mM), glucose (10 mM), and palmitate (10 μM) for 12 h. mRNA expression of **(i)** *GLP1*, **(j)** *IL1B*, **(k)** *IL6*, **(l)** *IL8*, and **(m)** *TNFɑ* in EECs was measured using qRT-PCR. Values represent means ± standard errors of the mean. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, and *****P* < 0.0001 (analysis of variance followed by Bonferroni post-hoc test). EEC, enteroendocrine cell; qRT-PCR, quantitative reverse transcription PCR.

# Supplementary material for: Gut taste receptor type 1 member 3 is an intrinsic regulator of Western diet-induced intestinal inflammation
**Source:** BMC Med. 2023 Apr 28;21:165. doi: 10.1186/s12916-023-02848-0
**Supplement:** Supplementary file 3 — Additional file 3: Figure S2. Comparison of caloric intake of Tas1r3−/− and Tas1r3+/+ mice fed WD or ND for 10 weeks ad libitum.

**
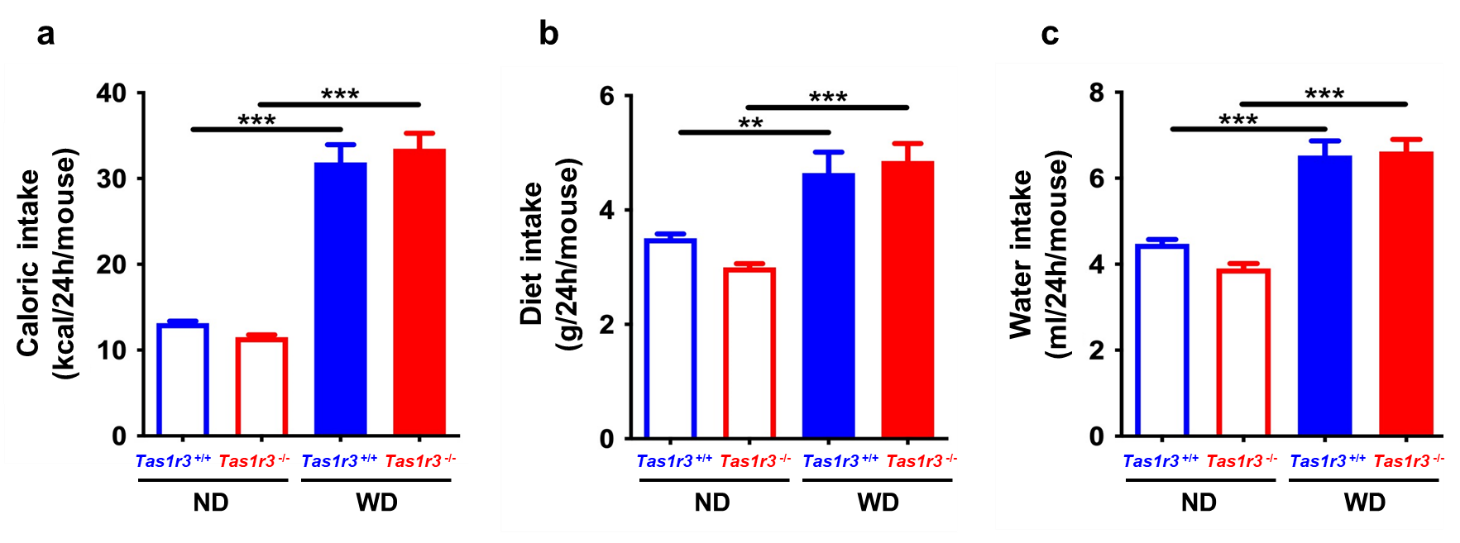
**

**Fig. S2: Caloric intake of *Tas1r3*^−/−^ and *Tas1r3*^+/+^ mice fed WD or ND for 10 weeks *ad libitum*.**

**(a)** Calorie intake, **(b)** dietary intake, and **(c)** water intake in *Tas1r3*^−/−^ and *Tas1r3*^+/+^ mice fed WD or ND (n = 10 mice/group). Values represent means ± standard errors of the mean. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, and *****P* < 0.0001 (analysis of variance followed by Bonferroni post-hoc test). ND, normal diet; WD, Western diet.

# Supplementary material for: Gut taste receptor type 1 member 3 is an intrinsic regulator of Western diet-induced intestinal inflammation
**Source:** BMC Med. 2023 Apr 28;21:165. doi: 10.1186/s12916-023-02848-0
**Supplement:** Supplementary file 4 — Additional file 4: Figure S3. The effect of TAS1R3 deficiency on intestinal inflammation in a murine DSS-colitis model.

**
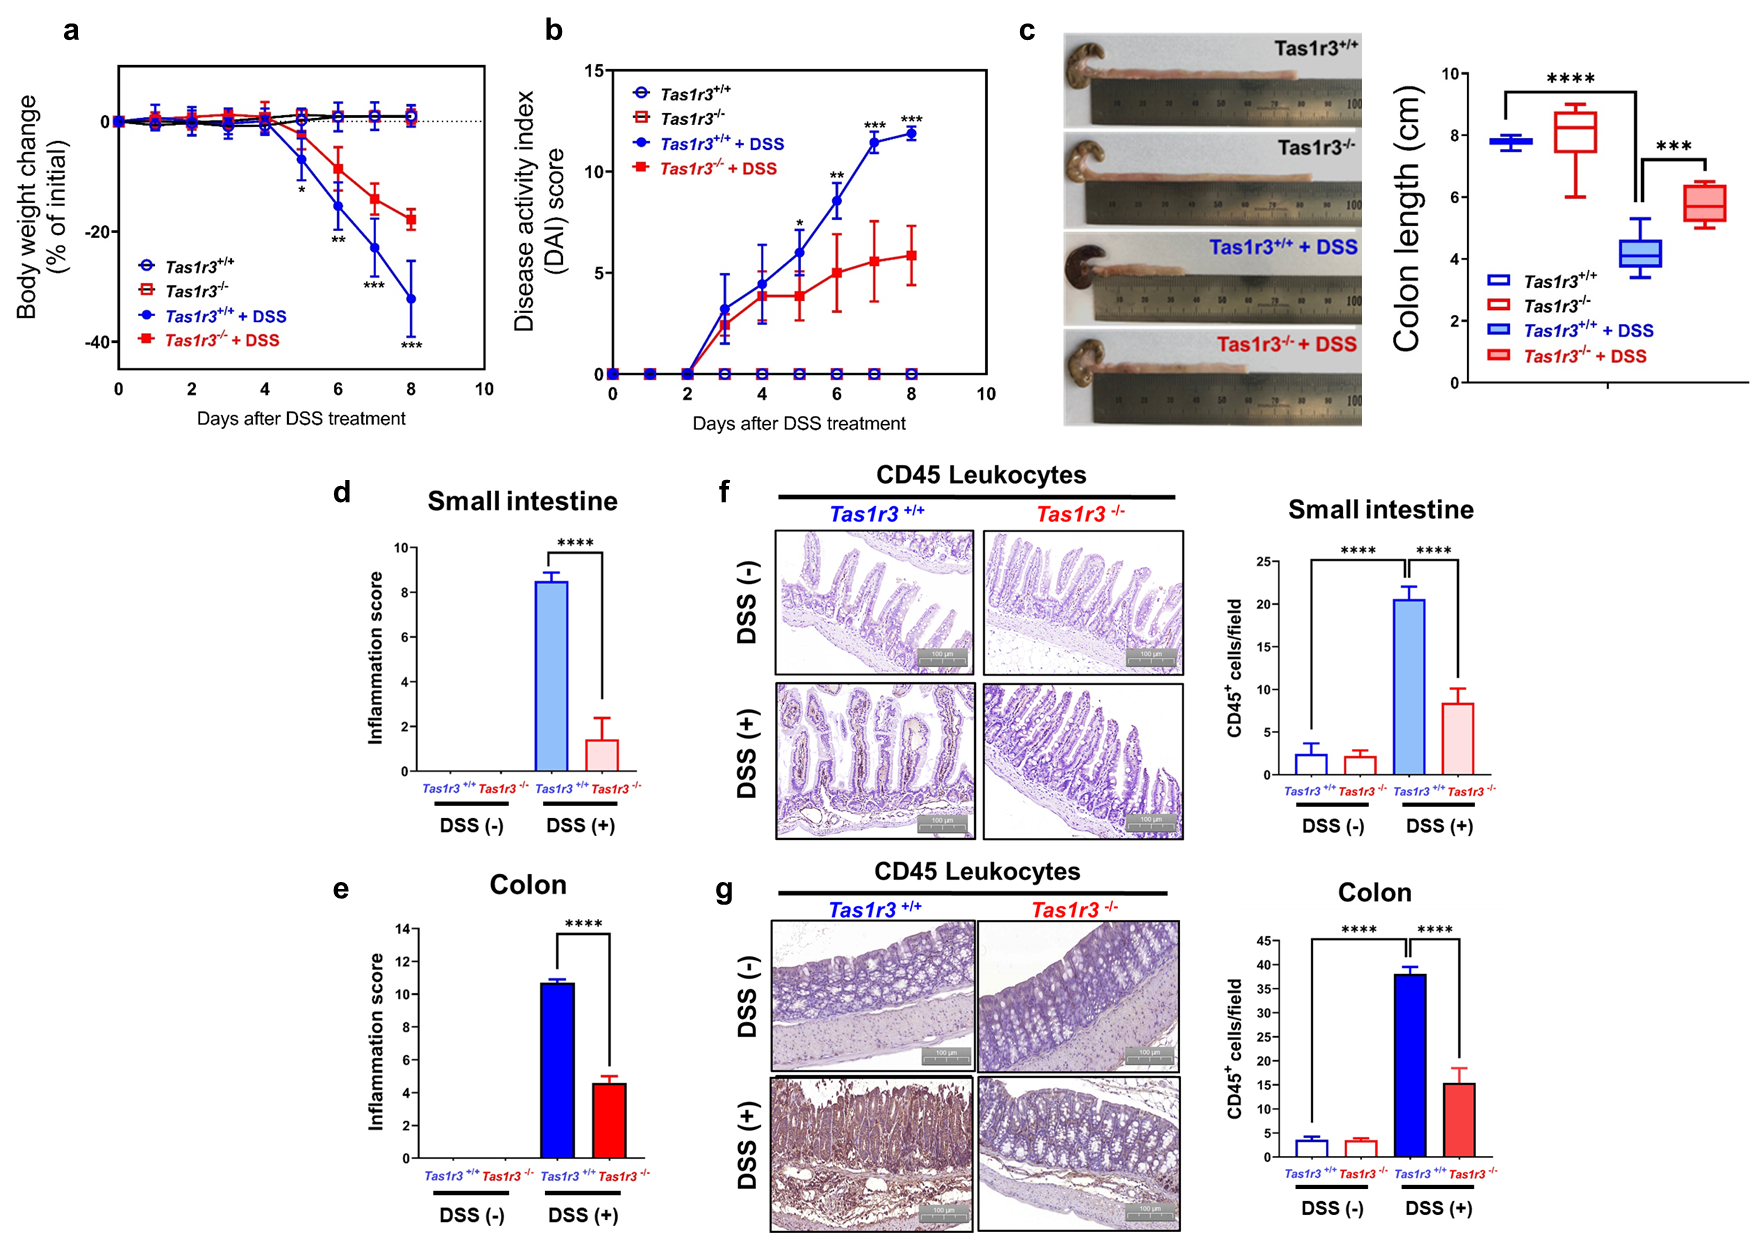
**

**Fig. S3: TAS1R3 deficiency ameliorates intestinal inflammation in a murine DSS-colitis model.**

Wild-type and *Tas1r3*-knockout mice were administered 2% DSS in their drinking water for 7 days. **(a)** Percentage body weight change (n = 7 mice/group). **(b)** Colitis disease activity index based on the severity of diarrhea and rectal bleeding (n = 7 mice/group). **(c)** Representative colon lengths of wild-type and *Tas1r3-*knockout mice 7 days after DSS administration. **(d–e)** Inflammation scores based on histological staining of small and large intestinal tissue from wild-type and *Tas1r3-*knockout mice 7 days after DSS administration (n = 7 mice/group). **(f)** and **(g)** CD45^+^ leukocyte infiltration in the small and large intestine of DSS-treated mice. Immunohistochemistry was performed using an antibody specific for CD45 leukocytes (n = 7 mice/group). Data are expressed as means ± standard errors of the mean. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 (unpaired Student’s *t*-test). DSS, dextran sulfate sodium.

# Supplementary material for: Gut taste receptor type 1 member 3 is an intrinsic regulator of Western diet-induced intestinal inflammation
**Source:** BMC Med. 2023 Apr 28;21:165. doi: 10.1186/s12916-023-02848-0
**Supplement:** Supplementary file 5 — Additional file 5: Figure S4. Schematic depicting the roles of TAS1R3 in the intestinal inflammation.

**
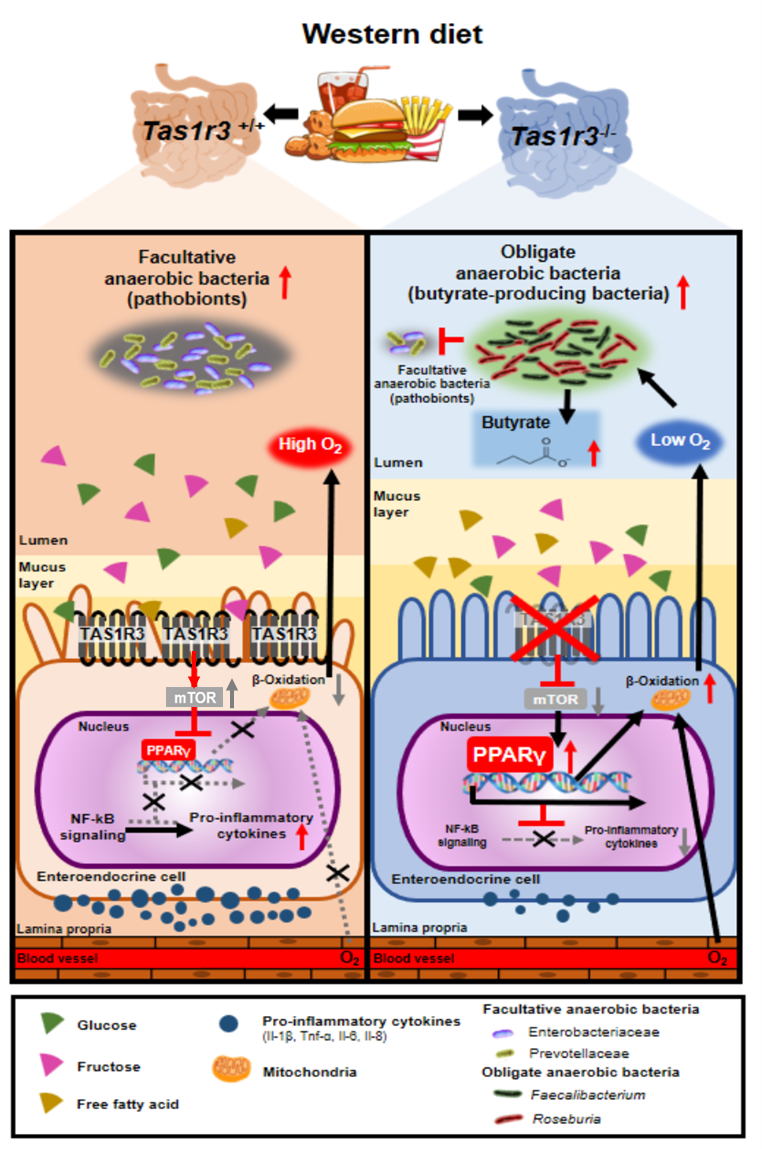
**

**Fig. S4. Schematic depicting that nutrient-sensing taste receptor TAS1R3 regulates intestinal inflammation via the mTOR-PPARγ axis.** Enteroendocrine cells harboring TAS1R3 secrete inflammatory cytokines following direct activation by Western diet (WD) stimuli. Despite prolonged ingestion of WD, *Tas1r3*-deficient mice were protected from intestinal inflammation. Mechanistically, TAS1R3 deficiency suppresses the mTOR signaling pathway, resulting in increased expression of intestinal PPAR-γ. Elevated PPARγ expression induced by TAS1R3 deficiency may protect against intestinal inflammation through two main pathways: (1) inhibiting the production of proinflammatory cytokines through its action on kinases and transcription factors, such as NF-κB, and (2) driving β-oxidation in the intestine, leading to expansion of obligate anaerobic butyrate-producing bacteria by maintaining a hypoxic state in the gut, with these obligated bacteria suppressing the dysbiotic expansion of facultative anaerobic pathogenic bacteria by competing for oxygen.

How the deposited data were processed for this re-analysis (not part of the article)

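RNA from the terminal ileum of *Tas1r3*+/+ and *Tas1r3*-/- mice fed the ND or the WD for 10 weeks was sequenced by the authors on the Ion Proton platform. The sample labels describe 16 mice, 4 per group, with 2 males and 2 females in each. The authors checked the reads with FASTQC, mapped them to GRCm38 with STAR 2.5.3a in Partek Flow and quantified the transcripts of Ensembl release 91. For their own tests, the authors name DESeq2. The deposited values are RPKM per transcript, which the authors made by dividing the reads of each transcript by its length and by a library total. The name comes from Table S4 of the supplement, whose mean for a *Lpin1* transcript equals that of the deposited values, and the whole multiples described below were found in the values themselves. In 2 ND-fed libraries the values imply more reads than the library total that RPKM would use (107% and 109% of it), so the library total may be the one used for TPM; ratios between transcripts within a library are the same for both units. The table of all samples and the per-sample values differed by at most 4.99e-08.

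Transcript and gene names were matched to GENCODE M21, which is on the same genome build, for 98.2% of the transcripts; lengths and coordinates were taken from it. For genes with 1 annotated transcript, the RPKM multiplied by the length was searched for a constant step within each library, with a tolerance of 0.02 reads over 0.5 to 200 reads. Values with more than 6 digits were compared with other values over 0.5 to 5000 reads, a range chosen when the values had been seen, with the same tolerance. On a transcript of 1 kb, 1 read corresponds to an RPKM of 0.0692 to 0.139 in the 13 libraries, which sets the precision at low levels, and the implied depth is 7003820 to 12384383 reads (median 9220330). Every column was compared with each weighted mean of pairs of the other columns of its group, with a relative tolerance of 1e-06, and the significant digits of each value were counted, since the quantification wrote at most 6 of them for nearly all values. The female columns of ND-fed *Tas1r3*-/- mice were left out because they equal weighted means of the male columns, and the female columns of WD-fed *Tas1r3*-/- mice were averaged, because 1 of them is related to the other; no mean was counted as a further library. Values with more than 6 digits were kept, and leaving them out is an alternative.

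Gene values are sums over transcripts. Genes with an RPKM of at least 1 in at least 2 of the 13 libraries were tested. The libraries were scaled by a trimmed mean of log ratios (TMM-type, 30% of the ratios and 5% of the levels trimmed at each end), and log2 values with a pseudocount of 0.5 were fitted with limma 3.58.1 in R 4.3.3, with all 4 groups in 1 model and a mean-variance trend. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change of at least 2. Each comparison of a single gene also had a two-sided exact permutation test on the scaled log2 values. Gene lists and 7 Reactome sets bundled with fgsea 1.28.0 were tested with limma's camera at an inter-gene correlation of 0.01 and a threshold of 0.05 on the adjusted p. The 6 gene lists were those of the paper's panels, the inflammatory genes it names, mTORC1 components and substrates, and mitochondrial fatty acid oxidation. Marker lists of 14 cell types and tissues were compared as means of log2 values with exact permutation tests. Distances, principal components, clusters and the remaining tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The procedure was tested on simulated libraries. Each value was drawn from a normal distribution with its gene's mean and within-group spread, independently of other genes. Known changes were then added to the simulated WD-fed *Tas1r3*-/- libraries. Relations between genes and outlying libraries are absent from such data, so the numbers of calls may differ in real libraries.

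The comparisons, thresholds, gene lists and the first group of alternatives were chosen before the data were examined. The test chosen then was a quasi-likelihood test on read counts; it was replaced by limma because the values are RPKM, so an alternative chosen then became the main test. The treatment of the related columns, the pseudocount and the filter on RPKM were chosen when the values had been seen. The genes named in the text are those the paper names or shows in the comparison its sentence is about. Those it names in its first figure for the diets come from a separate series of mice. For each comparison, up to 5 genes with the largest rise and 5 with the largest fall were added. They were taken from the genes past the threshold whose groups do not overlap. Members of the lists are named as members, and genes named beside a count of 5 or fewer, near *Tas1r3*, among the T cell receptor genes or among the genes that differ between the sexes were chosen after their values were seen. The alternatives chosen before the data were examined are RLE and upper quartile scaling, no filter, sex as a covariate, replicate number as a block, fits of the 2 groups alone, of males and of females, each library left out in turn, other thresholds, fry, camera with an estimated correlation, the 500 most variable genes, unit variance, complete linkage, and other windows around *Tas1r3*. For the PPAR list, leaving out genes of the adipocyte list and a covariate of adipocyte markers were also chosen before. Those chosen later are the use of all 16 columns, the recovery of a 14th library, no scaling, pseudocounts of 0.1 and 1, a mean RPKM of at least 5, tests per transcript, an unadjusted p under 0.01, and leaving out the transcripts or genes with values of more than 6 digits.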

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

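The tests of adipocyte markers, T cell markers and the normalization in this part were chosen after the results had been seen. In each group of 4 libraries, the scaled log2 values of the named genes were searched for a library far from the other 3, by the gap to its neighbor divided by the range of the group. This ratio was above Dixon's 95% critical value in 4 of 68 groups, where 3.4 are expected by chance, so the number of such libraries is about what chance gives.

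*Adipoq* was low in the male 1 library of ND-fed *Tas1r3*+/+ mice (ratio 0.868), with an RPKM of 1.45 against 28.6, 44.3 and 46.9. A difference in depth does not account for a gap of this size, since this library has 9131662 reads and the others have 7037861 to 12384383. The mean of 10 other adipocyte markers was also lower in this library, by a log2 difference of −1.92, with an SD of 0.171 among the other 3. A candidate explanation is that the tissue taken from this mouse held less fat. Whether that reflects the dissection or the mouse itself was not tested.

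The other 3 libraries were *Cpt2* in male 2 of the ND-fed *Tas1r3*+/+ mice (ratio 0.925; RPKM 72.4 against 44.4, 54.3 and 49.6), *Defa3* in female 1 of the WD-fed *Tas1r3*+/+ mice (ratio 0.849; RPKM 1271 against 3178, 3462 and 2765) and *Trpm5* in female 1 of the ND-fed *Tas1r3*+/+ mice (ratio 0.933; RPKM 3.46 against 3.5, 3.51 and 3.83). For *Trpm5*, the RPKM as deposited is close to the others, and the distance arises from the scaling factor of this library, which at 1.41 is the largest of the 13. Reads of *Defa3* could be shared with its paralogs, which was not tested in this library. No biological explanation was tested for these 3 libraries. Without any scaling, the log2 fold change of *Trpm5* from ND to WD was −0.34 in place of 0.06, so the scaling may also set its direction.

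*Trbv13-1*, a T cell receptor gene that the paper does not discuss, was higher on the WD than on the ND in *Tas1r3*+/+ mice. Its RPKM was 3.79 ± 0.881 (SD, n = 4) on the ND and 94.7 ± 52.5 (SD, n = 4) on the WD, a log2 fold change of 4.76 (limma, adjusted p = 8.59e-05; two-sided exact permutation test, p = 0.029), and all 4 WD-fed libraries lay above all 4 ND-fed libraries. Of the 6 T cell receptor beta genes tested, 4 were higher on the WD in *Tas1r3*+/+ mice. *Trbc1* (log2 fold change 2.17, adjusted p = 0.0311) and *Trbc2* (2.70, adjusted p = 0.029) had an adjusted p under 0.05, and *Trbv1* (−0.37) and *Trbv13-3* (−0.69) were lower. The call of *Trbv13-1* was kept in each of the 8 fits that left out 1 library of these groups, and was lost in males alone and in females alone, which have 2 libraries per group. Other splits argue against chance as its source: 1 of the 35 splits of the 8 libraries, the real one, gave a gene past the threshold. More T cells on the WD would raise T cell markers by about as much. Their mean moved by 0.68 on the log2 scale in *Tas1r3*+/+ mice (exact permutation test, p = 0.2) and by 0.0383 in *Tas1r3*-/- mice. *Trbv13-1* rose by 3.97 in *Tas1r3*-/- mice (adjusted p = 0.0131), which argues against more T cells as the whole cause. Of the 6 T cell receptor beta genes, 4 were higher on the WD in *Tas1r3*-/- mice. Among these, *Trbc1* rose by 1.35 (limma, adjusted p = 0.845) and *Trbc2* by 1.88 (adjusted p = 0.691), so more T cells as part of the cause remains open. A normalization that differs between the diets would move all genes alike. Their median log2 ratio of WD to ND in *Tas1r3*+/+ mice was −0.381 as deposited, opposite to the rise of this gene, which argues against that as the cause. An expansion of T cells with this receptor segment remains open and was not tested.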

How the results depend on the processing

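The alternatives chosen after the values had been seen are all 16 columns, the 14th library, no scaling, the pseudocounts, the mean RPKM of at least 5, tests per transcript, the unadjusted p and the omission of transcripts or genes with values of more than 6 digits. Where a result changes below, the cause was not tested, except that fits of 2 libraries per group have less data. Counts of genes are given for *Tas1r3*-/- against *Tas1r3*+/+ on the ND and on the WD, for WD against ND in *Tas1r3*+/+ and in *Tas1r3*-/- mice, and for the interaction. In the main analysis they are 0, 2, 1, 0 and 0, with 900, 504, 2959, 1046 and 272 genes at an unadjusted p under 0.05.

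At an adjusted p under 0.05 without a minimum fold change, the counts were 1 on the ND, 5 on the WD, 22 in *Tas1r3*+/+ and 1 in *Tas1r3*-/- mice, and 1 on both diets. At an unadjusted p under 0.01 with a fold change of 2, they were 76, 57, 268, 90 and 59 for the interaction. Per transcript, 1 was called on the WD, 32 in *Tas1r3*+/+ and 4 in *Tas1r3*-/- mice. Upper quartile scaling gave 1 gene in *Tas1r3*-/- mice. With sex as a covariate, 3 genes were called on the WD and 4 in *Tas1r3*+/+ mice. The fit of the 2 groups alone gave 1 gene on the WD. On the ND, 2186 genes had an unadjusted p under 0.05 in the 2 groups alone, 1749 in males only and 1713 without scaling. With sex as a covariate, that number was 740. Males only gave 0 on the WD and 0 in *Tas1r3*+/+ mice (1332 and 3318 at an unadjusted p under 0.05), and females only 0 in *Tas1r3*+/+ mice (1018 at an unadjusted p under 0.05). All 16 columns gave 1 on the ND, 6 on the WD, 33 in *Tas1r3*+/+ and 16 in *Tas1r3*-/- mice, and 1 gene on both diets. The 14th library gave 1 on the ND, 1 in *Tas1r3*-/- mice and 1 on both diets, and the pseudocount of 0.1 gave 1 on the ND and 1 on both diets. Without scaling, 4 genes were called on the WD and 539 in *Tas1r3*+/+ mice, the latter along with the median shift between the diets given under the other observations. A mean RPKM of at least 5 gave 1 on the WD and 1 in *Tas1r3*-/- mice. Without transcripts with values of more than 6 digits, 0 were called on the WD (458 at an unadjusted p under 0.05).

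The replicate numbers were used as a block in 1 fit. The deviations from the group means correlated between WD-fed *Tas1r3*+/+ and *Tas1r3*-/- libraries of the same number at 0.568 for male 1, 0.417 for male 2 and −0.144 for female 1. On the ND they were 0.0242 and 0.0557 for males 1 and 2. Between ND and WD they were −0.00878, 0.283, 0.472 and 0.296 in *Tas1r3*+/+ mice (males 1 and 2, females 1 and 2) and −0.15 and 0.0856 in *Tas1r3*-/- males. Since none of the 4 comparisons had every pair above 0.1, the numbers are not taken to pair the mice. With the replicate block, 3 genes were called from ND to WD in *Tas1r3*+/+ mice, the median of the Reactome mTOR set was −0.034 and the log2 fold change of *Acadm* was 0.018; on the WD, *Il18* was called in place of *Nfkb1*.

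In the main analysis, the Reactome mTOR set has a median of 0.01. It was −0.025 with sex as a covariate, −0.020 in the 2 groups alone, −0.065 in males only, −0.0029 with the 14th library, −0.10 without scaling and −0.013 at a mean RPKM of at least 5. The mTORC1 list (0.04) was −0.019 in males only and −0.070 without scaling. The TRAF6 set (−0.07) was 0.018 with all 16 columns and 0.0045 with the 14th library; the PPARα set (−0.02) was 0.016 with all 16 columns; the β-oxidation set (−0.08) passed, lower in *Tas1r3*-/- mice, in the 2 groups alone (−0.11, adjusted p = 0.0425) and without scaling (−0.20, adjusted p = 0.0105); and the tight junction set (−0.18) was 0.074 with all 16 columns and 0.060 with the 14th library. *Acadm* (−0.09) was 0.051 and 0.081 with these columns, and *Acsl1* (0.30) was −0.093 in males only. Without transcripts with values of more than 6 digits, *Pck1* (1.69) was −0.46, *Cpt2* (1.41) was −0.29, the PPAR list (0.68) was 0.078 and no longer passed, the fatty acid oxidation list (−0.21) was −0.32 and passed, lower in *Tas1r3*-/- mice, and 1 of the Reactome sets passed, the defensins, in place of 3. The call was kept by the defensins at 1.12, by the inflammatory list at −0.10 and by the antimicrobial list at 1.82, where *Defa2* alone remained. Without the genes that have such values, the PPAR list was 0.17 and the inflammatory list −0.031, neither past the threshold, and the fatty acid oxidation list was −0.37 and passed. In males only, 1 Reactome set passed. The calls of the tight junction, antimicrobial and defensin lists were kept in all the alternatives in which they could be tested.

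From ND to WD in *Tas1r3*+/+ mice, *Cxcl10* (−0.31) was 0.36 and *Trpm5* (0.06) −0.15 in males only, and *Cxcl9* (0.29) was −0.27 and *Cxcr5* (0.34) −0.23 in females only. Without scaling, *Cxcl9* was −0.064, *Trpm5* −0.34, *Lgr5* −0.011, *Cxcr5* −0.00684 and *Cd274* −0.13. The ratio of distances on the ND was 1.36 with all 16 columns and passed (one-sided exact permutation test, p = 0.0286). PC1 held 27.2% of the variance with the 500 most variable genes, 28.9% at unit variance and 28.9% without scaling. With the 500 most variable genes, 73.2% of PC1 lay between sexes. Between the sexes, 87 genes had an adjusted p under 0.05. Within 5 Mb of *Tas1r3*, 1.18% of the genes had an unadjusted p under 0.01, against 2.52% within 10 Mb, and the difference from other genes no longer passed.

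Across the fits that each left out 1 library, the count on the WD ranged from 1 to 2, and it was 1 without *Tas1r3*+/+ male 1 or male 2, or without any of the *Tas1r3*-/- libraries. The number of genes on the WD with an unadjusted p under 0.05 ranged from 312 (without *Tas1r3*-/- male 2) to 1963 (without the *Tas1r3*-/- female library). The count from ND to WD in *Tas1r3*+/+ mice ranged from 1 to 3 (2 without ND-fed male 1, 3 without WD-fed male 2), that between the sexes from 6 to 13 (13 without WD-fed *Tas1r3*+/+ female 1), and that of Reactome sets from 1 to 4 (1 without WD-fed *Tas1r3*+/+ female 2). PC1 ranged from 25% (without WD-fed *Tas1r3*-/- male 1) to 34.7% (without ND-fed *Tas1r3*+/+ female 1). On the WD, *Nfkb1* ranged from −1.65 to −1.54, the fatty acid oxidation list from −0.32 to −0.0039 (it passed without *Tas1r3*+/+ male 1, at −0.27), the mTORC1 list from −0.016 (without *Tas1r3*-/- male 2) to 0.055, the PPAR list from 0.43 to 0.94, *Lpin1* from −0.066 (without *Tas1r3*+/+ female 2) to 0.27 and *Acadm* from −0.32 to 0.17 (without *Tas1r3*-/- male 1). The TRAF6 set ranged from −0.31 to 0.053 (without *Tas1r3*-/- male 1), the interleukin-1 set from −0.055 to −0.022, the mTOR set from −0.013 (without *Tas1r3*+/+ female 2) to 0.045, the β-oxidation set from −0.18 to 0.0012 (it passed without *Tas1r3*+/+ male 1, at −0.18, and without *Tas1r3*+/+ female 1, at −0.17), the PPARα set from −0.094 to 0.066 and the tight junction set from −0.43 to 0.20 (the highest of these 3 without *Tas1r3*-/- male 1). The adipocyte markers ranged from −0.015 (without the *Tas1r3*-/- female library) to 1.17. In *Tas1r3*+/+ mice, *Cxcl10* ranged from −0.63 to 0.20 (without ND-fed female 1), *Trpm5* from −0.096 (without WD-fed female 2) to 0.13 and *Cxcr5* from −0.036 (without ND-fed male 1) to 0.93.

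For single genes, single Reactome sets and marker lists, 568 results by alternative kept their direction and side of the threshold, 17 were weaker, 12 stronger and 27 reversed, and when 1 library was left out, 311 kept them, 9 were weaker, 2 stronger and 19 reversed. Of the 26 genes named and tested at the claims on the WD, 21 kept their direction in every alternative in which they could be tested; the others were *Acadm*, *Acsl1*, *Cpt2*, *Lpin1* and *Pck1*. Only 10 of the 26 could be tested without the transcripts with values of more than 6 digits, and 2 of these reversed, *Pck1* and *Cpt2*. DESeq2, the filter on mean counts and the clusters of genes called by DESeq2 were not run, as they need read counts. Leaving out a library from the marker lists allows no permutation p under 0.05, so only values are given. Females alone could not be compared between genotypes, since *Tas1r3*-/- mice are left with 0 female libraries on the ND and 1 on the WD. No comparison of ND-fed *Tas1r3*-/- mice is given with 1 of their 2 libraries left out, since 1 library would remain. Depth limits the values of genes near 1 read, such as *Tas1r3* in *Tas1r3*-/- mice, and with 4 against 3 libraries, 87 of 200 genes with a simulated log2 change of 1.5 were called.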

Differences from the paper's values

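No test in this part was chosen to reach the paper's values; the alternatives chosen after the values had been seen are named as such. The paper's text gives 143 DEGs on the ND and 719 on the WD, against 0 and 2 here. In Fig. 4b, read by eye, about 82 genes are shared by both diets, against 0 here. None of the alternatives set before the data were examined closed these gaps, the highest counts being 1, 5 and 1. Those chosen after seeing the values reached at most 76 and 57, at an unadjusted p, and 7 shared genes.

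For *Lpin1*, Table S4 gives an RPKM of 0.33 in WD-fed *Tas1r3*+/+ and 1.31 in WD-fed *Tas1r3*-/- mice as the paper's values, against 2.89 and 2.82 here summed over transcripts. For the transcript whose *Tas1r3*+/+ mean, minimum and maximum equal the paper's, the value over all 4 columns of WD-fed *Tas1r3*-/- mice was 0.312 against the paper's 1.31. For *Pparg*, the paper's values are 0.276 and 2.37, against 1.11 and 5.80 here. The values of Pparg-204 alone, 0.243 and 2.62, a choice made after seeing the values, fall within the paper's error. RLE and upper quartile scaling, males only, females only in *Tas1r3*+/+ mice and leaving out each library, all set before the data were examined, did not close the gaps of the sums. The errors in the table are SDs.

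The supplement gives the genes of Fig. 6a, b relative to ND-fed *Tas1r3*+/+ mice, and 7 of the 24 values compared differ. *Tjp3* in WD-fed *Tas1r3*+/+ mice is 0.715 in the paper and 0.462 here. Of the alternatives set before the data were examined, females only (0.712) closed this gap. Without ND-fed *Tas1r3*+/+ male 1 (0.480) or male 2 (0.489), the value no longer counted as differing, but most of the gap remained. The same held without WD-fed *Tas1r3*+/+ male 1 (0.520), male 2 (0.503) or female 1 (0.471). RLE and upper quartile scaling, males only and leaving out the other libraries did not close it. *Ocln* in WD-fed *Tas1r3*-/- mice is 4.72 in the paper and 1.29 here. *Cldn7* in ND-fed *Tas1r3*-/- mice is 1.25 in the paper and 0.744 here. For these last 2 values, none of the alternatives set before the data were examined that could be run closed the gap. *Defa3* in WD-fed *Tas1r3*+/+ mice is 0.565 in the paper and 1.22 here; females only, set before the data were examined, gave 1.87, which lies within its larger spread, and the others did not close the gap. *Cldn1* in WD-fed *Tas1r3*+/+ mice is 0.229 in the paper and 2.82 here; with males only, set before the data were examined, the value was 9.53 and lies within its larger spread, and the others did not close the gap. *Cldn7* in WD-fed *Tas1r3*-/- mice is 0.855 in the paper and 1.31 here. With males only (1.17), set before the data were examined, it no longer counted as differing, but most of the gap remained. The same held, also set then, without ND-fed *Tas1r3*+/+ male 1 (1.28) or female 1 (1.24) or the WD-fed *Tas1r3*-/- female library (1.25). RLE, upper quartile scaling and leaving out the others did not close the gap. The RPKM as deposited (0.877) and all 16 columns (0.883), both chosen after seeing the values, did. *Defa3* in WD-fed *Tas1r3*-/- mice is 1.33 in the paper and 2.58 here. With males only (1.96), this value no longer counted as differing, but it did not reach the paper's. The same held for the RPKM as deposited (1.80) and all 16 columns (1.70), chosen after seeing the values. RLE (2.63), upper quartile scaling (2.74) and leaving out any library did not close the gap. Taken per transcript as deposited, the *Tjp3* transcript of the table's *Tas1r3*-/- values in WD-fed *Tas1r3*+/+ mice was 0.437 against the paper's 0.715, and the listed transcript of *Lyz1* was 0.374 against the paper's 0.602; the other transcripts compared in this way lay within the larger error. In the same table, the mean, minimum and maximum the paper gives for *Reg3g* (1.30, 0.456 and 1.88) and *Defa2* (1.89, 0.848 and 2.60) in WD-fed *Tas1r3*-/- mice equal those of the deposited columns of ND-fed *Tas1r3*-/- mice.

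Some directions and calls also differ. The paper describes the WD-fed genotypes as separate in the principal components; here the ratio of distances was 0.941 on the WD. It describes mTOR signaling as suppressed from GSEA and reports less phosphorylated mTOR protein. Here the median of the Reactome set was 0.01, which concerns RNA of pathway members and does not measure phosphorylation. It lists fatty acid β-oxidation among the processes higher in *Tas1r3*-/- mice, and the medians were −0.08 for the Reactome set and −0.21 for the list. It shows *Lpin1* higher in *Tas1r3*-/- mice, and the log2 fold change was 0.13 with an adjusted p of 1. It shows *Cldn1* higher in *Tas1r3*-/- mice on the WD, and the RPKM was 0.221 against 0.315 in *Tas1r3*+/+ mice. *Tnf*, *Nos2* and *Cldn7* did not pass the threshold here. With all 16 columns, chosen after seeing the values, all 3 passed, as did *Il18* (adjusted p = 0.00129, 0.00378, 0.00658 and 0.00236), and without scaling, also chosen after seeing the values, *Nos2* and *Il18* passed (adjusted p = 0.00519 and 0.00671). *Il18* also passed with sex as a covariate (adjusted p = 0.00121) and with the replicate block (adjusted p = 0.00581), both set before the data were examined. Over all alternatives, the log2 fold change of *Tnf* ranged from −3.29 to −1.77, that of *Nos2* from −2.75 to −1.96 and that of *Cldn7* from 1.29 to 1.57.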

Other observations

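Some tests in this part were chosen after the results had been seen. They are those on the weighted means, the related columns, the normalization between the diets and the adipocyte markers. The tests on the digits, with the random lists matched to those genes, and on the genes past the threshold without them were also chosen then. The splits and the Paneth cell markers were not. A test of the genes near *Tas1r3* was planned for genes changed on both diets, of which there were 0. The criterion used instead, an unadjusted p under 0.01, was not part of that plan.

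In ND-fed *Tas1r3*-/- mice, both female columns equal weighted means of the male columns in 99.97% of the transcripts. If they came from 2 further female mice, *Xist* would be at the level of the other female libraries, which is 33.9 to 46.2 in RPKM; the largest value in the 2 columns was 0.0547, which argues against that. An origin by calculation from the male columns is what the weights would need, but how the columns arose was not tested further. In WD-fed *Tas1r3*-/- mice, the female 2 column had at most 6 digits in 41.9% of the transcripts as deposited and in 99.9% after doubling it and subtracting female 1. A candidate explanation is that this column is the mean of female 1 and another column; the recovered column was used only as an alternative. No biological explanation was tested for either pattern.

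Of the 169 values with more than 6 digits, 153 were in WD-fed and 16 in ND-fed libraries, and 22 of the 70 genes are alpha-defensins. If they were as the quantification of the reads gave them, most would be whole numbers of reads in genes with 1 transcript, as were 81 of 100 other values of 0.5 to 5000 reads in the 11 genes that have both kinds of value in this range; 0 of 16 were. In *Tas1r3*, 1 of these genes, the other 5 values were not whole either. A further 17 values with more than 6 digits were too large to test. Reads shared between paralogs give values that are not whole. Among the 12515 values of this range that are not whole, 0.13% had more than 6 digits, which argues against sharing as the source of the extra digits. The mean absolute log2 fold change on the WD over the 70 genes was 1.43. Over 10000 random lists of the same size matched on mean RPKM the median was 0.225 and the largest 0.357 (one-sided permutation test, p = 0.0001, the smallest they can give), so a difference between the genotypes over the whole transcriptome would not account for it. Of these genes, 55 (78.6%) had an unadjusted p under 0.05 on the WD, against 2.37% of the others. Without the transcripts concerned, the number of genes past the threshold on the WD was 0 (458 at an unadjusted p under 0.05), but this does not tell whether the 2 calls rest on these values. *Tas1r3* has no other transcript, so its loss follows from the omission, and *Nfkb1* kept its log2 fold change (−1.60) with an adjusted p of 0.0223, against 0.00227 with all transcripts. Why these values have more digits was not established; a step applied after quantification may be the source. A biological difference in the same genes remains open.

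Other splits of the 7 WD-fed libraries into 4 and 3 were fitted in the same way. The real split was the only 1 of the 35 with 2 genes past the threshold. Of these, *Tas1r3* is the gene knocked out, so it separates the real groups by design. Apart from it, the real split has only *Nfkb1*, and some other splits also gave 1 gene. This count therefore does not set the real split apart from chance. At an unadjusted p under 0.01 with a fold change of 2, 21 of the 35 gave at least as many genes as the real 57, and 23 of the 35 gave at least as many with an unadjusted p under 0.05. The number of splits with a median log2 fold change as large as the real one was 2 of 35 for the PPAR list, 2 for the tight junction list, 1 for the antimicrobial list, 1 for the inflammatory list, 1 for the defensins, 6 for the interleukin-1 set and 24 for the TRAF6 set. For the PPAR list, the tight junction list and the last 2 sets, chance among these mice is not ruled out. The antimicrobial list and part of the inflammatory list were chosen by the paper on these mice. Their place among the splits is therefore no independent evidence. For the defensins, 1 of 35 is the smallest share that this test can give.

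Before scaling, RPKM values were lower on the WD than on the ND, with a median log2 ratio over all genes of −0.381 in *Tas1r3*+/+ and −0.347 in *Tas1r3*-/- mice. The median difference between the genotypes was −0.137 on the ND and −0.118 on the WD. The sums of the columns were 817011 to 819992 on the ND and 542371 to 685274 on the WD. A normalization that differs between the diets could give this, as could a change of RNA composition on the WD; the diet is confounded with any such step, so the 2 cannot be told apart. The comparisons use scaled values and are relative to this shift.

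Adipose tissue in the samples could raise PPAR genes. The mean of 8 adipocyte markers outside the PPAR list and without extended digits was 0.458 higher in WD-fed *Tas1r3*-/- mice (log2; two-sided exact permutation test, p = 0.57), with 6 of the markers higher and 2 lower, so the spread between mice keeps this open. Over all 12 adipocyte markers the difference was 0.554, and −0.015 without the *Tas1r3*-/- female library. All 12 markers passed the filter in these ileum libraries; the most abundant were *Fabp4* (mean RPKM 57.9), *Car3* (47.3) and *Cfd* (32.9), with log2 fold changes of −0.20, 0.79 and 1.89. The call of the PPAR list was kept without the genes that are also in the adipocyte list. It was also kept with the mean of adipocyte markers as a covariate. These settings of the PPAR list were chosen before the data were examined. More Paneth cells could raise the defensins. The mean of *Mmp7*, *Ang4*, *Itln1* and *Pla2g2a* was 0.871 higher (exact permutation test, p = 0.2), all 4 in the same direction, and the spread between mice keeps this open as well. Over the full list of 11 Paneth cell markers, of which 6 carry extended digits, the difference was 1.43 (exact permutation test, p = 0.029, adjusted p = 0.4). A biological increase of defensin expression was not tested apart from this.

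A knockout made in cells of another strain can carry flanking DNA of that strain. Within 10 Mb of *Tas1r3*, 4 of 159 genes (2.52%) had an unadjusted p under 0.01 on the WD, against 78 of 18437 elsewhere (0.423%; odds ratio 6.07; two-sided Fisher's exact test, p = 0.00537). These were *C1qtnf12*, *Cenps*, *Fv1* and *Mtor*. Within 5 Mb the share was 1.18% (Fisher's exact test, p = 0.314), and within 20 Mb 1.77%. Without genes with extended digits the odds ratio was 7.09 on the WD (Fisher's exact test, p = 0.0104) and 4.39 on the ND (p = 0.0155). Such DNA is a candidate explanation for part of the differences near the gene, including that of *Mtor*; an effect of TAS1R3 on these genes remains open, and no sequence was examined.

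Lists of marker genes for 14 cell types and tissues were compared in each of the 4 comparisons of groups, and 0 lists had an adjusted p under 0.05. The log2 differences ranged from −1.34 to 1.25 on the ND, with 0 lists at an exact permutation p under 0.05. They ranged from −0.697 to 1.43 on the WD, with 1 such list, the Paneth cells. From ND to WD they ranged from −1.42 to 0.676 in *Tas1r3*+/+ mice, with 1 such list, myeloid cells (0.54, exact permutation test, p = 0.029, adjusted p = 0.4), and from −0.529 to 1.32 in *Tas1r3*-/- mice, with 0 such lists.

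Between females and males, 8 genes passed the threshold, 7 of them on the X or Y chromosome and the other *Cyp3a44* (log2 fold change 2.30, limma, adjusted p = 0.00997), and 3672 had an unadjusted p under 0.05. Of 100 splits drawn within the groups, the real one included, 1 gave as many. The difference between *Tas1r3*-/- and *Tas1r3*+/+ mice on the WD was also compared between the sexes, and 0 genes passed, with 372 at an unadjusted p under 0.05.

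From ND to WD in *Tas1r3*+/+ mice, the log2 fold change was 1.42 for *Tas1r3* (limma, adjusted p = 0.0304), 1.31 for *Il6* (adjusted p = 0.15), 1.20 for *Il18* (adjusted p = 0.144), 1.04 for *Gcg* (adjusted p = 0.168), 0.29 for *Cxcl9*, −0.31 for *Cxcl10*, 0.06 for *Trpm5*, 0.37 for *Lgr5*, 0.34 for *Cxcr5* and 0.21 for *Cd274*. The last 6 were within the spread of the groups. The paper's first figure compares the diets in a separate series of mice. The values here come from the *Tas1r3*+/+ mice of the genotype experiment, so they do not test that figure again. *Tas1r1* was below the filter, with an RPKM of 0.138 ± 0.0368 on the ND and 0.0415 ± 0.051 on the WD (SD, n = 4 each), and *Tas1r2* and *Cxcl3* are not listed in the table of values. For *Il6*, the values equal on both diets were 14.2 in *Tas1r3*+/+ male 1, 8.72 in *Tas1r3*-/- male 2, 5.30 in *Tas1r3*-/- female 1 and 5.08 in *Tas1r3*-/- female 2; the *Tas1r3*-/- female columns on the ND are those left out above. From ND to WD in *Tas1r3*-/- mice, 0 genes passed, and 1046 had an unadjusted p under 0.05.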
